# The protein regulator ArgR and the sRNA derived from the 3’-UTR region of its gene, ArgX, both regulate the arginine deiminase pathway in *Lactococcus lactis*

**DOI:** 10.1371/journal.pone.0218508

**Published:** 2019-06-20

**Authors:** Sjoerd Bouwe van der Meulen, Anne Hesseling-Meinders, Anne de Jong, Jan Kok

## Abstract

Small regulatory RNAs (sRNAs) and their enormous potential and versatility have provided us with an astounding insight in the complexity of bacterial transcriptomes. sRNAs have been shown to be involved in a variety of cellular processes that range from stress to general metabolism. Here we report that the gene encoding the transcriptional regulator ArgR is immediately followed by the gene of the small regulatory RNA ArgX. The latter is transcribed from its own promoter. The production of ArgX is induced by increasing arginine concentrations and repressed by CcpA. Previously, ArgR was shown to act as a transcriptional repressor of the catabolic arginine deiminase pathway (*arc* operon) by binding in the promoter region of *arcA*. Here we demonstrate that ArgX downregulates *arc* mRNA levels. Furthermore, ArgX putatively blocks the translation of one of the genes in the operon, *arcC1*, a process that would redirect an intermediate in arginine degradation, carbamoyl phosphate, towards pyrimidine synthesis. Our findings exemplify, for the first time, the combinatorial power of a transcription factor and a small regulatory RNA derived from the 3’-UTR region. The regulators ArgR and ArgX share a common target, but act on transcription and on RNA level, respectively.

## Introduction

Post-transcriptional regulation by regulatory RNAs has added huge complexity to gene regulatory networks, which contained until recently mainly information of protein regulators such as transcription factors (TFs). Regulatory RNAs influence gene expression by base pairing to target mRNAs and thereby affect the stability of the transcript or its translation [1]. This process can result in gene activation or -repression [2–4]. Some regulatory RNAs are transcribed from the DNA strand opposite to the coding strand of the gene they regulate and, thus, (partially) overlap with the gene transcript. These so-called antisense RNAs (asRNAs) have the potential to base-pair with the mRNA by means of a perfect match [5,6]. In contrast, small regulatory RNAs (sRNAs) from intergenic regions usually form a duplex with, often, different mRNAs by means of imperfect base pairing. In many bacteria with GC-rich genomes, the RNA chaperone Hfq acts as a mediator to facilitate the binding between sRNA and its target mRNA [7,8]. A study that involved sequencing of Hfq-bound RNAs in *Salmonella typhimurium*, has shown that the 3’-untranslated region (3’-UTR) of mRNAs can harbor functional sRNAs. Such an sRNA can either derive from the transcript via an RNase-mediated processing event or result from transcription from its own promoter. Both the sRNA and the mRNA share a common terminator structure [9]. Only a small number of sRNAs derived from 3’-UTRs have been functionally characterized, such as DapZ from *Salmonella*, which is transcribed from a promoter located in the very end of the open reading frame of *dapB*, a gene involved in lysine biosynthesis. It has been shown that DapZ represses the synthesis of ABC peptide uptake systems such as Opp and Dpp [9]. The *Streptomyces coelicolor* regulatory sRNA s-SodF is derived from processing of the 3’-UTR of the *sodF* gene, encoding an Fe-containing superoxide dismutase (SOD). s-SodF negatively regulates the Ni-containing SOD, SodN, by blocking translation of *sodN* mRNA and also destabilizing the transcript [10]. CpxQ is another example of an sRNA that is formed by transcript processing, in this case of *cpxP* mRNA cleaved by RNase E. The Cpx pathway monitors misfolded inner membrane (IM) proteins. While the protein chaperone CpxP directs misfolded proteins in the IM towards degradation, the sRNA CpxQ downregulates mRNAs of proteins located in the cell envelope [11]. In *Rhodobacter sphaeroides*, the singlet oxygen-induced SorX sRNA is also generated by RNase E cleavage from the 3’-UTR of an mRNA encoding, in this case, an OmpR-type transcriptional regulator. A 116-nt pre-SorX transcript is further processed into the more abundant 75-nt SorX. SorX targets *potA* mRNA which encodes part of a spermidine uptake system. SorX counteracts oxidative stress by down-regulating *potA*, which results in reduced spermidine uptake, thus lowering the sensitivity of the cells to organic hydroperoxides [12]. It was noted that the limited number of characterized sRNAs derived from 3’-UTRs target functions similar to those of their parental mRNAs [13].

In this study, we strengthen this notion by the characterization of an sRNA, ArgX, located in the 3’-UTR of the *Lactococcus lactis* gene *argR*, a regulator in arginine metabolism in this lactic acid bacterium. From a collection of 186 sRNAs we recently identified in the intergenic regions of *L*. *lactis*, ten were located in the 3’-UTRs of mRNAs [14]. These 3’-UTR-derived sRNAs are formed via transcription from their own promoters, as a TEX-treated pool of sequenced RNAs was used in this study, resulting in an enrichment of primary transcripts [15]. It can, however, not be excluded that these sRNAs undergo additional processing.

Arginine is a non-essential amino acid in *L*. *lactis* that can use it as a nitrogen, carbon and energy source. The synthesis in *L*. *lactis* of arginine from glutamate is encoded by the operons *argCJDBF*, *argGH* and *gltS-argE* while arginine catabolism is mediated by a large *arc* operon, *arcABD1C1C2TD2*. The arginine/ornithine antiporter ArcD facilitates arginine uptake. In *L*. *lactis* MG1363 ArcD1 seems to be the main arginine/ornithine exchanger in the arginine deiminase (ADI) pathway, while ArcD2 functions together with ArcT as an arginine/alanine exchanger in another pathway [16]. Arginine is converted via citrulline into carbamoylphosphate, which is further degraded into ammonia and carbon dioxide with production of one molecule of ATP per arginine. Carbamoylphosphate can also be used for the *de novo* synthesis of pyrimidines. The *arc* operon is highly regulated by the transcription factors CcpA, CodY and ArgR/AhrC [17–19]. CcpA represses *arc* and a catabolite responsive element (*cre* site) is present in the promoter region of *arcA*, P_*arcA*_[19]. In addition, P_*arcA*_ contains six ARC boxes, which represent ARG box half sites that are found in the promoters of genes of the arginine biosynthetic pathway. In the absence of or during arginine limitation, the regulator AhrC facilitates the binding of the repressor ArgR to the ARC boxes, which leads to repression of arginine degradation and simultaneous activation of arginine biosynthesis. This mechanism is reversed in the presence of arginine, which acts as a co-repressor and binds to AhrC. ArgR in a complex with arginine-bound AhrC shifts its preference to ARG boxes. In this model, ArgR acts as a DNA binding protein, while AhrC senses and binds arginine [20]. The *argR* gene is located upstream of the *arc* operon, with only the *argS* gene intervening.

Here we show by transcriptome and proteome studies that ArgX affects *arc*/Arc expression, and verified these results using an *arc-sfgfp* fusion in various genetic backgrounds. Furthermore, we examined the promoter of ArgX and show that it behaves strikingly similar to P_*arcA*_; it responds to arginine and is controlled by the transcription factors CcpA and ArgR.

## Materials and methods

### Bacterial growth, plate reader assays and microscopy

Table 1 presents an overview of strains used in this study. *L*. *lactis* was routinely grown as standing cultures at 30°C in CDMPC [21] or M17 broth (Difco, Becton Dickinson, Le Pont de Claix, France) containing 0.5% (w/v) glucose (GM17), and on GM17 agar plates. Chloramphenicol (5 μg ml^−1^) and erythromycin (5 μg ml^−1^) were added when required. Plate reader assays were performed by loading 200 μl of a mixture of CDM medium and cell culture on a 96-wells microtiter plate. Measurements of optical density of the cultures at 600 nm (OD_600_) and GFP fluorescence (excitation wavelength of 485 nm and emission wavelength of 535 nm) were performed in a Tecan F200 (Tecan Group, Männedorf, Switzerland). A Delta Vision Elite microscope (GE Healthcare Europe GmbH, Eindhoven, the Netherlands) and an Olympus MVX10 macroscope (Olympus B.V., Zoeterwoude, the Netherlands) were used for fluorescence microscopy.

**Table 1:** *L*. *lactis* strains and plasmids used in this study.

Strain or plasmid	Relevant phenotype or genotype	Reference
**Strains**		
MG1363	*L*. *lactis* subsp. *cremoris*, plasmid-free derivative of NCDO712	[22]
NZ9000	MG1363, *pepN*::*nisRK*	[23]
MG1363Δ*ccpA*	MG1363, *ccpA* deletion mutant	[19]
MG1363Δ*codY*	MG1363, *codY* deletion mutant	[24]
MGΔ*argR*	MG1363, *argR* deletion mutant	[25]
SVDM2004	NZ9000, ArgX deletion mutant	This work
SVDM2005	SVDM2004, ArgX gene integrated in pSEUDO_10	This work
SVDM2006	MG1363, P_ArgX_-*sfgfp* fusion integrated in pSEUDO_10	This work
SVDM2007	NZ9000, P_ArgX_ with mutated -10 promoter sequence (-10 mut)	This work
SVDM2008	MG1363, P_ArgX_ -10 mut-*sfgfp* fusion integrated in pSEUDO_10	This work
SVDM2009	MG1363, *ΔccpA*, P_ArgX_-*sfgfp* fusion integrated in pSEUDO_10	This work
SVDM2010	MG1363, Δ*ArgR*, P_ArgX_-*sfgfp* fusion integrated in pSEUDO_10	This work
SVDM2011	MG1363, *ΔcodY*, P_ArgX_-*sfgfp* fusion integrated in pSEUDO_10	This work
SVDM2012	Cm^r^, Em^r^, NZ9000 (pSVDM5004; pNZ8048)	This work
SVDM2013	Cm^r^, Em^r^, NZ9000 (pSVDM5004; pSVDM5005)	This work
SVDM2014	Cm^r^, Em^r^, NZ9000 (pSVDM5004; pSVDM5006)	This work
SVDM2015	Cm^r^, Em^r^, NZ9000 (pSVDM5004; pSVDM5007)	This work
**Plasmids**		
pNZ8048	Cm^r^, high copy number cloning vector	[23]
pIL253	Em^r^, medium copy number cloning vector	[26]
pCS1966	Em^r^, *oroP*, integration vector	[27]
pSEUDO	Em^r^, vector for integration in the *pseudo_10* locus	[28]
pSEUDO-GFP	Em^r^, vector for integration of *gfp* fusion constructs in *pseudo_10*	[28]
pVE6007	Cm^r^, plasmid with thermo-sensitive replication	[29]
pJP005	Cm^r^, pNZ8048, with *recT* under control of P_*nisA*_	[30]
pSVDM5003	Cm^r^, pGhost containing P_*nisA*_-*recT*	This work
pSVDM5004	Em^r^, pIL253 containing P_*arcA*_-*arcABD1*-RBS_*arcC1*_-*sfgfp*	This work
pSVDM5005	Cm^r^, pNZ8048 carrying P_*nisA*_-ArgX	This work
pSVDM5006	Cm^r^, pNZ8048 carrying P_*nisA*_-*argR*X	This work
pSVDM5007	Cm^r^, pNZ8048 carrying P_*nisA*_-*argR*(Δstart)X	This work

Cm^r^: Chloramphenicol resistance marker, Em^r^: Erythromycin resistance marker.

### General DNA techniques and *L*. *lactis* strain construction

Plasmid DNA and PCR fragments were purified with the NucleoSpin Plasmid kit and NucleoSpin Gel and PCR Clean-up kit (Machery-Nagel GmbH, Düren, Germany). The enzymes that were used were produced by Fermentas/Thermo Scientific, Vilnius, Lithuania, unless stated otherwise.

The strain with a mutation in the -10 box of the promoter of ArgX was made by applying the recombineering technique [30,31]. To enable recombineering, *recT* was expressed from pSVDM5003. This plasmid was constructed by amplification of the *recT* gene from pJP005 [30], introducing a BamHI and an XhoI site. The BamHI and XhoI digested *recT* gene was then inserted by restricting pVE6007 [29] with the same enzymes, followed by ligation by T4 DNA ligase. For recombineering transformation, 100 μg of phosphorothioate-modified single-stranded DNA oligonucleotide (Biolegio, Nijmegen, The Netherlands) was used, which was introduced via electroporation using a Bio-Rad Gene Pulser (Bio-Rad Laboratories, Richmond, CA) at 2.5 kV, 25 μF and 200 Ohm. Cells with the anticipated mutation were cured from the pVE6007_*recT* (pSVDM5003) plasmid by growing them overnight in non-selective medium (GM17) at 37°C.

*L*. *lactis*ΔArgX was made by double crossover recombination (DCO). To facilitate DCO, the flanking regions of ArgX were amplified; the restriction sites XbaI and PstI were introduced for the upstream region, and PstI and XhoI site for the downstream region. These fragments were then cloned in plasmid pCS1966 [27] by XbaI and XhoI restriction, followed by ligation and used to transform *E*. *coli*. The plasmids were isolated from *E*. *coli* and integrated in the *L*. *lactis* chromosome using erythromycin selection for integration and 5-fluoroorotate counter selection for the excision step, respectively.

The *L*. *lactis* ΔArgX complementation strain was constructed by amplifying a 388-bp fragment containing ArgX and its promoter and inserting it in pSEUDO [28] using the restriction enzymes BamHI and EcoRI. This plasmid was constructed in *E*. *coli*, isolated and integrated into *L*. *lactis* cells using a double cross-over method [28].

The remaining *L*. *lactis* mutants were made using restriction-and-ligation-independent cloning [32], by separately amplifying the vector backbone and the required insert(s) with the polymerase pfuX7 [33], which were subsequently treated with the USER enzyme mix (New England Biolabs, Ipswich, MA). Ligation mixtures were used to transform *L*. *lactis* by electroporation. A transcriptional fusion was made between P_ArgX_ and the gene for superfolder GFP (*sfgfp*) [34] and integrated in the transcriptionally silent *pseudo_10* locus [28] in order to examine the activity of P_ArgX_. Overexpression of ArgX, *argRX* and *argRX* with a mutated start codon (pSVDM5005, pSVDM5006 and pSVDM5007) was done by introducing these genes under the nisin inducible promoter P_*nisA*_ on the high copy plasmid pNZ8048 [23]. To test the effect of the overproduction of these three variations of ArgX on *arc-sfgfp* expression, the region of P_*arcA*_ until the start codon of *arcC1* was fused to the *sfgfp* gene and inserted in pIL253 [26], resulting in pSVDM5004. Table 1 and S1 Table provide an overview of strains and oligonucleotides used in this study, respectively.

### Proteome analysis and mass spectrometry

*L*. *lactis* strains NZ9000 and NZ9000ΔArgX were grown in four biological replicates overnight in GM17, diluted 1:100 in 100 ml fresh GM17 and grown to an OD_600_ of 0.5, after which the cells of 50 ml of culture were harvested by centrifugation for 10 min at 7,200 g and 20°C. Cells were washed twice with 5 ml 20 mM Tris-HCl and re-suspended in 0.5 ml lysis buffer (50 mM Tris-HCl (pH 8.0), 0.3% sodium dodecyl sulfate (SDS), 200 mM dithiothreitol (DTT), 50 mM MgCl_2_, supplemented with DNase I (1 mg/ml), RNase (0.25 mg/ml) and mutanolysin (150 U/ml)), and disrupted with glass beads (75–150 μm, Thermo Fischer Scientific, Rockford, IL) in a Biospec Mini-BeadBeater (Biospec Products, Bartlesville, OK). After a first centrifugation step at 10,000 g for 5 min at 4°C, the resulting supernatant fraction was centrifuged once more (20,000 g 8 min at 4°C). Protein samples were prepared by adding 35 mg/ml urea, 2,5 μl tributylphosphine (Bio-Rad), 5 μl ampholytes (Bio-lyte, Bio-Rad) and 5 mg CHAPS (3-[(-cholamodopropyl)-dimethylammonio]-1-propanesulfonate (Sigma-Aldrich, Darmstadt, Germany) to 140 μl of the cell free extract, resulting in a total sample volume of 250 μl.

First dimension electrophoresis (iso-electric focusing) and second dimension sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) were performed as described before [35]. Differentially expressed protein spots were identified and statistically analyzed using the Delta2D Image analysis program (Decodon GmbH, Greifswald, Germany), excised, de-stained with 50 mM ammonium bicarbonate in 50% acetonitrile/water and dried prior to overnight digestion with 10 μl of 10 ng/μl trypsin. The obtained peptide mixture was purified with ZipTips (Merck Millipore, Darmstadt, Germany) and spotted on a MALDI plate. MALDI-TOF analysis was performed on a Voyager DE Pro (AB Science, Paris, France) and protein identification was done using the Mascot database search on www.matrixscience.com.

### RNA isolation and quality control

RNA was isolated as described before [14]. In short, frozen cell pellets were re-suspended in 400 μl TE-buffer (10 mM Tris, 1 mM EDTA; pH 8.0), and added with 50 μl of 10% SDS, 500 μl phenol/chloroform and 0.5 g glass beads (75–150 μm, Fischer Scientific). The cells were disrupted in a Biospec Mini-BeadBeater using 2 cycles of 45 sec with a 1-min interval on ice. Nucleic acids were recovered by chloroform extraction and treated with DNase I supplemented with RiboLock RNase inhibitor (Fermentas/Thermo Scientific)) for 30 min at 37°C. RNA was retrieved using standard phenol/chloroform extraction and sodium acetate/ethanol precipitation. RNA pellets were dissolved in elution buffer from the High Pure RNA Isolation Kit (Roche Diagnostics, Almere, the Netherlands) and subsequently stored at -80°C. RNA concentration was measured using a Nanodrop ND-1000 (Thermo Fischer Scientific). RNA quality was assessed by checking the integrity of the 16S/23S rRNA and the presence of any DNA contamination on a 1% agarose/1% bleach gel [36].

### Northern hybridization

Separation of total RNA (10 μg) was performed on 8% or 12% polyacrylamide gels in TAE buffer (40 mM Tris, 20 mM acetic acid, and 1 mM EDTA). As a denaturing agent, 1% bleach was used to replace 7 M urea. The separated RNAs were then transferred to a positively charged Zeta-Probe nylon membrane (Bio-Rad), using semi-dry electroblotting (Bio-Rad). RNAs were covalently cross-linked to the nylon membranes at 1200 mJ in a UVC-508 Ultraviolet Crosslinker (Ultra-Lum Inc., Carson, CA). ssDNA oligonucleotides (See S1 Table) were labeled with ^32^P-γATP using Polynucleotide kinase (Fermentas/Thermo Scientific), according to instructions of the manufacturer. The membranes were incubated overnight for hybridization at 42°C in PerfectHyb Plus Hybridization buffer (Sigma-Aldrich Chemie Gmbh, Munich, Germany) with 9 μl 0.16 pmol/μl of the labeled probe. Membranes were washed twice in 2x saline sodium citrate (SSC) buffer with 0.1% SDS, after which they were exposed to a Phosphor Screen overnight. A Cyclone Plus Phosphor Imager and OptiQuant software (PerkinElmer, Groningen, NL) was used for imaging.

### RNA deep sequencing and data analysis

RNA samples were sequenced at the Primbio Research Institute (Exton, PA), who performed Ribo-Zero rRNA removal and library preparation using the AmpliSeq kit (ThermoFischer Scientific). The cDNA libraries were sequenced on an Ion Proton sequencer (ThermoFischer Scientific). Raw sequence reads were analyzed for quality, trimmed with a PHRED score >28 and aligned to the genome *L*. *lactis* NZ9000 using Bowtie 2 [37]. RKPM values were used as an input for the T-REx analysis pipeline for statistical analysis to determine differentially expressed genes [38]. For the T-REx analysis, a text file describing the factors, contrasts and classes specifying genes from the *arc* (red) and *arg* (blue) operons were written. These text files, together with the RKPM values are available in S2 Table. The RNA-seq data have been uploaded under GEO accession number GSE104515.

## Results

### ArgX biogenesis and homology in other *L*. *lactis* species

Previously, we have identified the putative small regulatory RNA LLMGnc_172 by differential RNA sequencing [14]. This sRNA of ~66-nt, which we rename here as ArgX, is expressed from the same strand as the immediate upstream gene, *argR*, and overlaps with the *argR* 3’-UTR, thus sharing a common terminator sequence (Fig 1A and 1B). Northern analysis using a probe for ArgX shows that an additional larger band exists, which likely represents the *argR* transcript including ArgX. To provide evidence that both ArgX and *argR* overlap, we designed a probe that would anneal to the coding region of *argR*. Since we observed identical sizes on both blots, we conclude that ArgX indeed overlaps with *argR* (Fig 1C).

**Fig 1:**
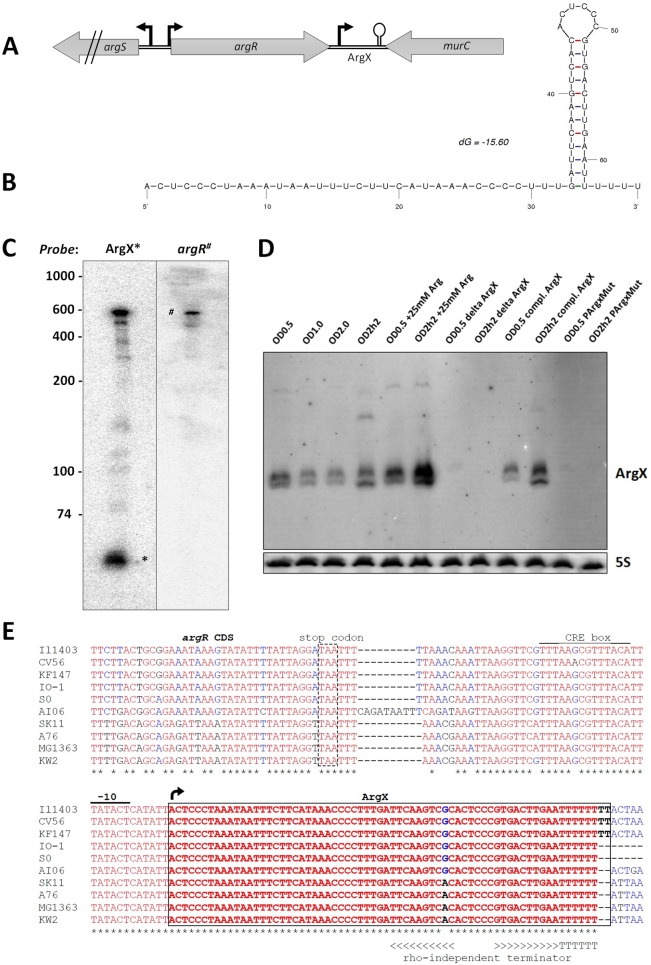
Biogenesis and sequence analysis of ArgX. (**A**) Schematic overview of the genomic locus in *L*. *lactis* of *argR* and ArgX. Black bent arrows indicate promoters. (**B**) Secondary structure of ArgX as predicted by Mfold [40]. (**C**) Northern analysis on an 8% polyacrylamide gel with a probe for ArgX (left) or for ArgR (right). Total RNA was used from exponential (OD_600_ of 1.0) and stationary phase (2h after an OD_600_ of 2.0 was reached) cultures, that were pooled in a 1:1 ratio after RNA isolation. The Northern analysis was repeated twice with identical results. (**D**) Northern hybridization analysis on an 12% polyacrylamide gel of ArgX using various growth phases/conditions and mutants of ArgX, showing that ArgX is derived solely from its own promoter and not from processing. A specific probe for ArgX was used. As a control for RNA quantity and quality, the 5S RNA was used as a control. (**E**) Nucleotide sequence of ArgX (black box) and its promoter region compared to ten *L*. *lactis* species. The black arrow indicates the transcription start of ArgX as determined in *L*. *lactis* MG1363. Asterisks: conserved nucleotides (in red), alternative nucleotides in blue or black, the promoter -10 box is indicated.

ArgX was identified in a 5’-enriched fraction of total RNA of *L*. *lactis* that resulted in primary transcript reads due to a treatment with Terminator 5´-Phosphate-Dependent Exonuclease (TEX). A nearly perfect -10 RNA polymerase recognition sequence (TATACT) was present upstream of the ArgX transcription start site [14], indicating that ArgX is transcribed from its own promoter. We mutated the putative -10 promoter sequence to investigate the possibility that ArgX might also be derived from a processing event, as has been described for CpxQ [11]. Northern analysis revealed that ArgX is not produced in the strain with the -10 box mutation and that, thus, ArgX is derived only by activity from its own promoter, not by processing from the larger *argX* transcript (Fig 1D). In an *L*. *lactis* ΔArgX complementation mutant, carrying ArgX including a 246-bp region upstream region, a band of the size of ArgX reappeared in the Northern blot (Fig 1D). We also observe an increase of ArgX expression under high arginine conditions, a result that is further examined below.

A GLASSgo search [39] revealed that ArgX is highly conserved in other strains of *L*. *lactis*, especially when comparing the *argR* coding region immediately upstream of the ArgX gene (Fig 1E). Notably, *L*. *lactis* subsp. *lactis* strains differ from *L*. *lactis* subsp. *cremoris* strains by an A to G mutation in the stem of the terminator (Fig 1E), although this change does not alter its structure or stability, as predicted by Mfold [40]. We could not identify homologs in other, more distant bacteria, using BLAST search and the GLASSgo output.

### The promoter of ArgX is highly regulated and responds to arginine

Various sRNAs are controlled by transcriptional regulators, as well as the other way around [41]. For instance, the sRNA RyhB, which is involved in iron homeostasis in *E*. *coli*, is repressed by the ferric uptake regulator Fur [42], of which the translation is negatively influenced by RyhB [43]. Other sRNAs are induced by a sigma factor, such as MicA and RybB, which are regulated by RpoE involved in extracytoplasmic stress [44–46]. In our previous work we predicted the presence of a Catabolite Repressive Element (CRE-box) in the ArgX promoter, slightly upstream of the -10 sequence [14], suggesting that the carbon catabolite protein, CcpA, controls ArgX expression. CcpA is a pleiotropic transcription factor that acts as a repressor when glucose is available as a carbon source [19,47]. The chromosomal P_ArgX_-*sfgfp* fusion was used to examine the activity of P_ArgX_. A heterogeneous gene expression pattern was apparent in cells growing in the presence of moderate concentrations (2 mM) of arginine. This heterogeneity in P_ArgX_ activity was not observed at high levels (25 mM) of arginine (Fig 2A). This behavior relays to the macroscopic level as very bright patches of GFP-producing cells in otherwise non-fluorescent colonies (Fig 2B). The strain containing P_ArgX_-*sfgfp* was grown in CDMPC with different concentrations of arginine and with glucose as a carbon source. These studies revealed that P_ArgX_ is induced by arginine, in a concentration dependent response (Fig 2C). This effect was only seen in stationary phase, which suggests that CcpA might have a repressive effect during the exponential growth phase.

**Fig 2:**
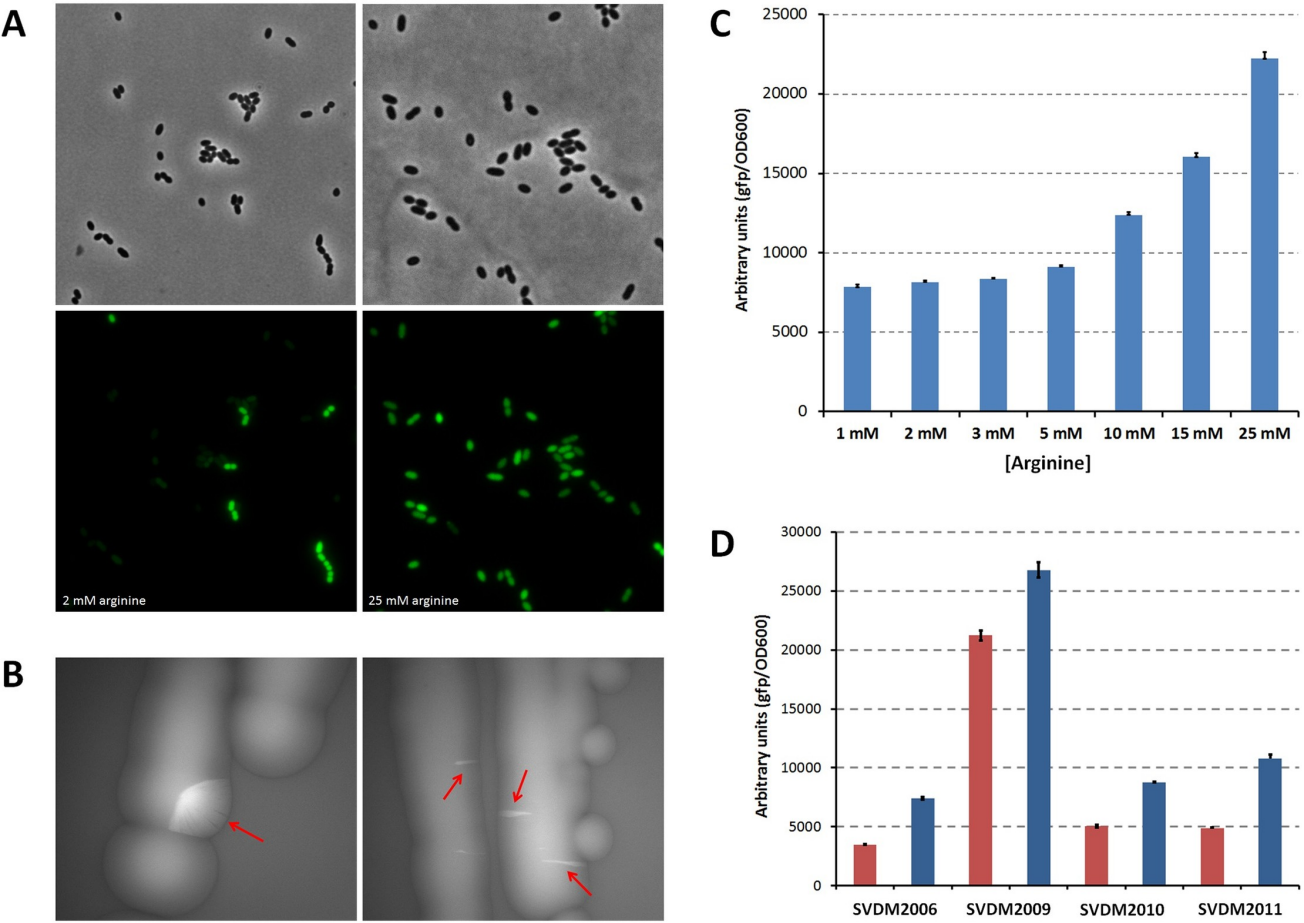
Analysis of ArgX promoter. (**A**) Phase contrast (top) and fluorescence microscopy images (bottom) of cells of *L*. *lactis* SVDM2006, carrying a chromosomally integrated P_ArgX_-*sfgfp* fusion, grown under a low (2 mM) or high (25 mM) arginine concentration. The images depicts a representable situation of at least ten random fields of view. (**B**) Macroscopic pictures of colonies of P_ArgX_-*sfgfp* expressing *L*. *lactis* SVDM2006 cells grown on a GM17 agar plate (M17 contains ~1.5 mM arginine). Bright fluorescent patches of cells with a high P_ArgX_ activity are indicated by red arrows. (**C**) Analysis of P_ArgX_-*sfgfp* activity in *L*. *lactis* SVDM2006 cultures growing in CDMPC with the indicated concentration of arginine. The measurements were performed by a plate reader on cells growing in the stationary phase and were executed in quintuples. Standard deviations are indicated in the error bars. (**D**) GFP fluorescence in *L*. *lactis* SVDM2006 (control), SVDM2009 (*ΔccpA*), SVDM2010 (*ΔargR*) or SVDM2011 (*ΔcodY*), all carrying a chromosomal insertion of P_ArgX_-*sfgfp*. The cells were grown to stationary phase in CDMPC with low (1 mM, red bars) or high (25 mM, blue bars) concentrations of arginine. Measurements were performed in triplicates in a plate reader and standard deviations are indicated in the error bars.

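RNA-Seq libraries in the MG1363 background came from the wild type and from Δ*ccpA*, Δ*codY* and Δ*argR*, with 2 cultures of each strain harvested in the exponential phase in GM17 at 30°C, with 0.5% glucose. After depletion of rRNA the libraries were sequenced on an Ion Proton, and the authors trimmed the reads and mapped them with Bowtie 2. The paper names the genome of *L. lactis* NZ9000 as the reference; the positions and locus tags that come with the values are those of the MG1363 chromosome, and they are used here. The authors deposited a value for each of 2842 features in every library: 2434 coding genes, 186 sRNAs, 62 tRNA genes, 59 antisense RNAs, 19 rRNA genes and 82 others. The value tested is the authors' normalized RPKM, which is the RPKM multiplied by one factor per library so that the median over all features, those at 0 included, lies between 1000.25 and 1003.1. The accompanying count column holds summed base coverage and not reads, so that the number of reads behind a value is unknown. Mean coverage per base ran from 188.8 to 351 over these 8 libraries, and 146 to 228 features were at 0. Each mutant was compared with the wild type in limma (with an intensity trend) on log2(normalized RPKM + 10), in one model over the 8 libraries, for the 2379 features with a mean normalized RPKM of at least 50. The added 10 pulls the change of weakly expressed genes towards 0. A gene is called when its Benjamini-Hochberg adjusted p is under 0.05 and its change at least 2-fold. With 2 libraries per group an exact permutation test cannot give a p below 0.333, so each p rests on limma's pooling of the spread across genes, with 4 residual degrees of freedom. Replicate libraries correlated at a Pearson coefficient of 0.975 to 0.988 across genes, with a median absolute log2 difference of 0.180 to 0.249. In Δ*ccpA* 518 genes were called (243 higher, 275 lower), in Δ*codY* 261 (145 higher, 116 lower) and in Δ*argR* 198 (104 higher, 94 lower), all against the same 2 wild type libraries. The filter moved these counts most: with a minimum of 500 instead, they were 393, 192 and 148.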

Subsequently, we performed transcriptome analyses on *L*. *lactis* mutants in which the gene of one of three transcriptions factors, CcpA, CodY or ArgR was deleted from the chromosome. In the latter mutant, ArgX was still intact [25]. 

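The deleted genes themselves were read first. *ccpA* (llmg_0775, positions 764304 to 765302 of the MG1363 chromosome) measured 25863 and 28110 normalized RPKM in the 2 wild type libraries and 318.1 and 368.9 in the 2 Δ*ccpA* libraries, a log2 fold change of -6.26 (SE 0.12; limma, Benjamini-Hochberg adjusted p 1.46e-08). *argR* (llmg_2315, 2266696 to 2267154) measured 6950 and 6605 in the wild type and 89.1 and 73.1 in Δ*argR*, a log2 fold change of -6.22 (SE 0.14, limma adjusted p 1.29e-08). *codY* (llmg_0172, 163457 to 164245) was still measured in the libraries labelled Δ*codY*, at 22072 and 22504 against 32708 and 32788 in the wild type, a log2 fold change of -0.56 (SE 0.09, limma adjusted p 0.00232). In the same libraries the other regulator genes *ccpA*, *argR* and *ahrC* changed by -0.64, -0.54 and -0.67. The fall is therefore not particular to *codY* and does not by itself show the deletion. Which part of *codY* was deleted is not given in the paper's text. The ArgX feature (LLMGnc_172) spans 101 bp, from 2267204 to 2267304 on the + strand, downstream of *argR* on the same strand. Its normalized RPKM was 742 ± 62.8 in the wild type (mean ± SD of 2 libraries), 2783 ± 387 in Δ*ccpA*, 208 ± 1.20 in Δ*codY* and 1077 ± 238 in Δ*argR*, from a summed base coverage of 353 to 3612 per library. In exponential NZ9000, also a wild type for these regulators, it was 139 ± 121. On the log2 scale ArgX was higher by 1.89 in Δ*ccpA* (SE 0.22, limma adjusted p 0.000183) and changed by -1.79 in Δ*codY* (SE 0.22, limma adjusted p 0.000437), with both mutant libraries outside the wild type range each time. As folds these are 3.70 up and 3.45 down. In Δ*argR* the change was 0.52 (SE 0.22, limma adjusted p 0.157), which does not pass the adjustment, although both libraries were above the wild type. A pseudocount 10 times larger moved the Δ*codY* value most, to -1.45. Leaving out 1 library at a time gave 1.75 to 2.03 for Δ*ccpA*, -1.87 to -1.70 for Δ*codY* and 0.29 to 0.74 for Δ*argR*. Any read-through from *argR* would be counted in the ArgX feature and was not measured apart from it, and whether the counting used the strand is not given. *argR* itself changed by less than 2-fold, by 0.42 in Δ*ccpA* (limma, adjusted p 0.0368) and by -0.54 in Δ*codY* (limma, adjusted p 0.0223), and its transcript is largely missing in Δ*argR*.

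**Figure D1:**
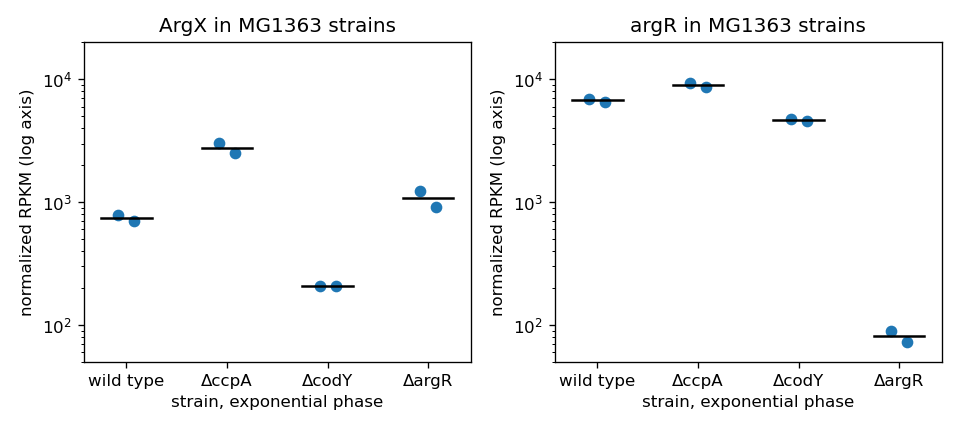
Normalized RPKM of ArgX (left) and *argR* (right) in each MG1363 library on a log axis, where dots are libraries and bars the means of 2.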

The deletion of *ccpA* (+ 3.9-fold) or *codY* (- 3.2-fold) had a significant effect on ArgX expression, whereas ArgR deletion did not (see S3 Table). An arginine-dependent response of P_ArgX_ does suggest involvement of ArgR in regulating ArgX. Using the ARC box sequences (half ARG box sites) of P_*arcA*_ [20] we identified a consensus sequence, WGHATADW, that was used to scan ArgX promoter region. This consensus sequence largely overlaps with the -10 sequence of P_ArgX_. We therefore integrated P_ArgX_-*sfgfp* in the *pseudo_10* locus in the *ccpA*, *argR* or *codY* deletion backgrounds and measured GFP activity in the various strains in the stationary phase in the presence of high (25 mM) or low (1 mM) concentrations of arginine. All mutations have an influence on the expression of P_ArgX_ under both conditions, albeit that removal of *argR* or *codY* has a minimal effect while deletion of *ccpA* has by far the highest impact (Fig 2D). It furthermore appears that the effect of CodY as measured with the transcriptional fusion is not in line with the decreased expression of ArgX in a Δ*codY* mutant that we observed in the transcriptome data. We note here that the difference in media, rich GM17 media for the transcriptome study and CDMPC for the plate reader assay, could be at the basis of the observed difference. Also, it is possible that this discrepancy could be due to potential indirect effects caused by CodY that influence the promoter activity of ArgX.

### Expression of *arc*/Arc is elevated after deletion of the ArgX gene

To examine the potential targets of ArgX, an ArgX mutant strain was constructed that lacks the -10 promoter sequence and the first 32 nucleotides of ArgX (*L*. *lactis*ΔArgX). The mutation was made such that it did not touch the terminator structure in order not to affect transcription termination of the *argR* transcript. 

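NZ9000 is MG1363 with *nisRK* inserted in *pepN*. For NZ9000 and ΔArgX, 2 exponential and 2 stationary cultures each were sequenced, and these 8 libraries share none with the MG1363 strains. The authors' scale factors for them were 2762 to 3628 in the exponential phase. In the stationary phase they were 16120 to 17050 in NZ9000 and 27050 to 33530 in ΔArgX, so they differ along the contrast tested. Mean coverage per base was 104.3 to 426.8; 181 to 351 features were at 0 in the exponential libraries and 381 to 623 in the stationary ones. The model was the one used for the MG1363 set, with a pseudocount of 20 and a minimum mean of 100, which left 2236 features, and it gave the effect of the deletion in each phase and the difference between the phases. Replicates were further apart than in the MG1363 set, with Pearson coefficients of 0.9425 to 0.9657 and median absolute log2 differences of 0.398 to 0.440. The ArgX feature still covers the part of ArgX left by the deletion. In the stationary phase it measured 12931 ± 2944 normalized RPKM in NZ9000 and 302.5 ± 71.7 in ΔArgX (mean ± SD of 2 libraries), a log2 fold change of -5.33 (SE 0.99, limma, Benjamini-Hochberg adjusted p 0.0063, and 0.000163 to 0.0679 over the alternative settings). In the exponential phase it was near the lower limit of measurement in both strains, at 224.1 and 53.3 in NZ9000 and at 144.8 and 0 in ΔArgX, and the loss was not detectable (log2 fold change -1.22, SE 0.99, limma adjusted p 1); without the second ΔArgX library, the one at 0, the value was 0.30. For the exponential phase limma called 14 genes, 13 higher and 1 lower in ΔArgX. Among the settings that keep the adjustment, the one that moved this count most fitted only the 2 groups compared, where limma called 0 genes (69 at an unadjusted p under 0.05 and at least 2-fold). It was 6 with no filter and 6 with no intensity trend, and 5 to 9 with 1 library left out: 5 without either second library, that of NZ9000 or that of ΔArgX, 7 without the first of ΔArgX and 9 without the first of NZ9000.

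**Figure D2:**
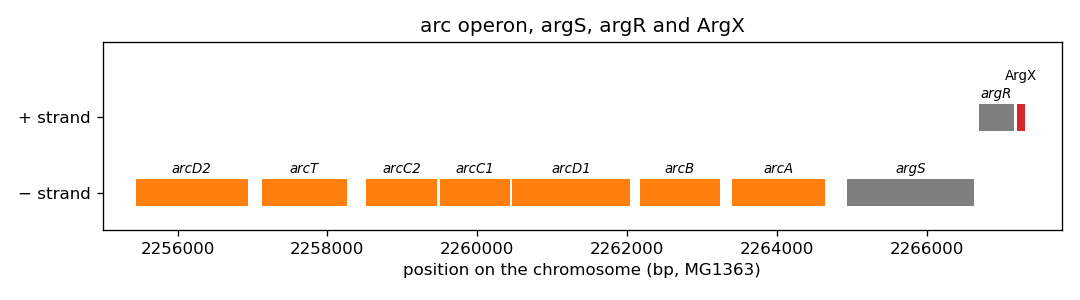
Positions of the *arc* genes, *argS*, *argR* and ArgX on the MG1363 chromosome, with genes of the + strand above and those of the − strand below.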

The transcriptome and proteome of *L*. *lactis*ΔArgX were compared to those of the wildtype strain *L*. *lactis* NZ9000 using RNA-Seq and 2D gel electrophoresis, respectively. For the analysis, the strains were grown in rich GM17 medium. It is important to mention that no effects were seen at the level of *argR* mRNA or on the ArgR protein level. 

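*argR* (llmg_2315, 459 bp) measured 3933 and 4484 normalized RPKM in the exponential NZ9000 libraries and 8413 and 10004 in those of ΔArgX (4208 ± 390 and 9208 ± 1125, mean ± SD of 2 libraries). The log2 fold change was 1.12 (SE 0.24), a ratio of 2.18, and both ΔArgX libraries lay above both of NZ9000, but over the 2236 features it does not pass the adjustment (limma, Benjamini-Hochberg adjusted p 0.152). Among the 27 genes that the paper names and its data hold, the limma p of *argR* adjusted over the list alone was 0.00207; this list was chosen by the study on these libraries and is not independent evidence. Over all features 13 of the 27 were called in limma, and 18 when adjusted over the list alone. The call for *argR* depends on the scaling: with quantile normalization the change was 1.43 and limma's adjusted p 0.0299, against 0.0299 to 0.604 over all alternatives. In the stationary phase *argR* measured 17687 and 18974 in NZ9000 and 34760 and 25682 in ΔArgX, a log2 fold change of 0.71 (SE 0.24, limma adjusted p 0.0718), which changed sign to -0.08 with quantile normalization. The protein level is not part of the RNA data.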

The *arcABD1C1C2* (6.5 ±0.7), *argGH* (9.3 ±2.1), *gltS*/*argE* (8.5 ±0.6), *argFBDJC* (22.7 ±12.5) and *gltQP* (8.2 ±2.0) gene clusters were upregulated in the exponential growth phase in the mutant strain relative to the wildtype (see S3 Table). 

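The mean log2 fold change over the genes of each cluster in exponential ΔArgX, from the limma model of all 8 NZ9000 and ΔArgX libraries, was 2.58 for *arcABD1C1C2*, 3.16 for *argGH*, 3.10 for *gltS*/*argE*, 3.01 for *argFBDJC* and 2.88 for *gltQP*. As mean fold ± SD across the genes of a cluster (a spread between genes, not between libraries) these were 6.00 ± 0.640, 9.08 ± 2.26, 8.63 ± 0.986, 8.78 ± 3.82 and 7.48 ± 1.76. Each cluster was tested as a set with fry, limma's rotation test, and the p-values were adjusted over the 6 sets tested, the stationary *arc* genes included. The adjusted p was 0.0034, 0.000848, 0.00211, 0.000848 and 0.000987, in the same order. The paper named these clusters for their rise in these same libraries, so the fry p-values are not independent evidence. The *argFBDJC* value was moved most by the pseudocount, since its genes are at or near 0 in NZ9000: it was 4.62 (29.9 ± 14.6 as a fold) with a pseudocount 10 times smaller and 1.11 (2.24 ± 0.697) with one 10 times larger. The *arc* value depends on which ΔArgX library is used: 4.03-fold from the first alone and 9.02-fold from the second alone. *arcA* (llmg_2313, 2263401 to 2264633) measured 3014 and 3961 normalized RPKM in NZ9000 and 15352 and 23697 in ΔArgX, a log2 fold change of 2.46 (SE 0.27, limma, Benjamini-Hochberg adjusted p 0.0059). For *arcB* (3004 and 2264 against 9979 and 27263) it was 2.65 (SE 0.41, adjusted p 0.0272), for *arcD1* 2.60 (adjusted p 0.0123), for *arcC1* 2.78 (adjusted p 0.0249) and for *arcC2* 2.40 (adjusted p 0.0283). With 1 library left out *arcA* was called in each of the 4 fits, *arcB*, *arcD1* and *arcC1* in 2 and *arcC2* in 1. The genes at the far end of the operon were not called: *arcT* (1246 and 1448 against 1993 and 3212) changed by 0.90 (limma, adjusted p 0.594) and *arcD2* (122.5 and 126.9 against 485.5 and 633) by 1.99 (SE 1.19, limma adjusted p 1), although both mutant libraries were higher in each.

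**Figure D3:**
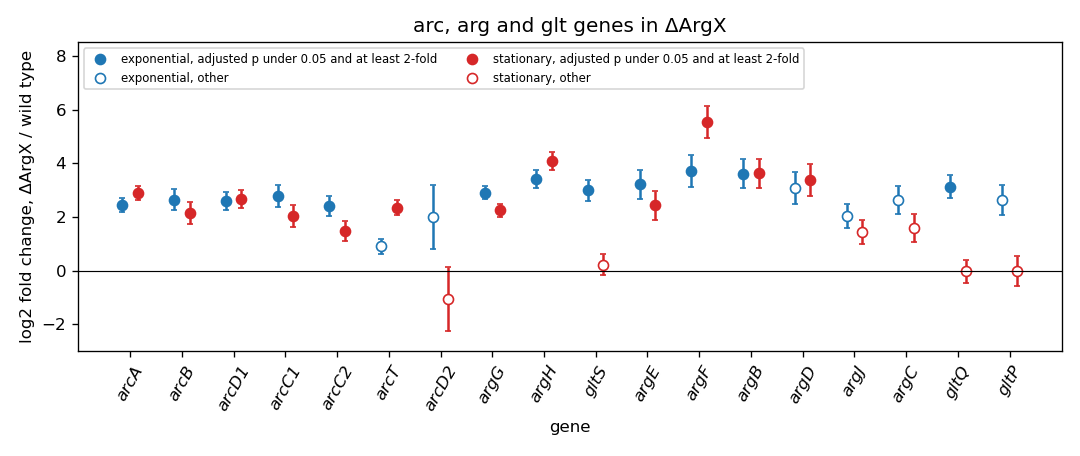
Log2 fold changes ± SE of the *arc*, *arg* and *glt* genes in ΔArgX relative to NZ9000, exponential in blue and stationary in red and called genes filled. In the stationary phase other scalings put *gltS* below 0 and *gltP* above it.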

The transcripts that encode genes for arginine biosynthesis are possibly induced, since the level of arginine has most probably decreased due to the high expression of *arc* in *L*. *lactis*ΔArgX. 

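Gene by gene, the *arg* and *glt* transcripts rise from low levels in exponential NZ9000. Of these genes, *gltQ* and *gltP* are annotated as parts of a glutamate transporter and *gltS* of an arginine/ornithine transporter. *argG* (llmg_0138, 134045 to 135241) measured 357.2 ± 79.4 normalized RPKM in NZ9000 and 2770 ± 132 in ΔArgX (mean ± SD of 2 libraries), and *argH* (llmg_0139, 135270 to 136649) 275.5 ± 143 and 2944 ± 38.8. The log2 fold changes were 2.90 (SE 0.25, limma, Benjamini-Hochberg adjusted p 0.00274) and 3.42 (SE 0.33, adjusted p 0.00344). *gltS* (llmg_0535) went from 164.4 and 122.2 to 1282 and 1248, a change of 2.99 (SE 0.39, limma adjusted p 0.0123), *argE* (llmg_0536) from 501.2 and 118.2 to 2982 and 2066, 3.22 (SE 0.54, adjusted p 0.0381), and *gltQ* (llmg_1978) from 236.6 and 308.7 to 3039 and 2079, 3.13 (SE 0.43, adjusted p 0.0176). *gltP* (llmg_1979), at 145.9 and 235.1 against 1282 and 1243, changed by 2.64 and does not pass the adjustment (SE 0.57, limma adjusted p 0.154). The *argCJDBF* genes (llmg_1758 to llmg_1754, on the − strand) are lowest in NZ9000: *argB* measured 37.9 and 0 there and 517.5 and 298.9 in ΔArgX, and *argF* 62 and 1.9 against 627.9 and 453.8, with changes of 3.61 (SE 0.54, limma adjusted p 0.0255) and 3.71 (SE 0.61, adjusted p 0.0337). *argC* (0 and 7.7 against 112.4 and 138), *argJ* (35.4 and 33.3 against 225.2 and 187.2) and *argD* (0 and 11.5 against 292.9 and 121) changed by 2.62, 2.05 and 3.07 and were not called (limma, adjusted p 0.109, 0.154 and 0.0985). For all 11 genes both ΔArgX libraries were above both NZ9000 libraries. Leaving out 1 library moved *argE* (2.26 to 4.18), *argF* (2.76 to 4.66) and *argB* (2.84 to 4.37) most. Of the alternative settings, 14 in number, 13 called *argG* and *argH*, 10 *gltS*, 8 *gltQ*, 6 *argB* and *argF*, and 5 *argE*. The paper proposes as a possibility that the arginine biosynthesis genes are induced because arginine had most probably fallen through the high *arc* expression. The RNA values show the transcripts alone, and the arginine level was not measured in these cultures.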

One of the most affected genes, with an almost 1500-fold upregulation, was *llmg_1128*. This hypothetical gene has been previously correlated with strain robustness [48], and is possibly expressed by the stress caused by disrupted arginine regulation. 

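*llmg_1128* spans 246 bp (1093388 to 1093633, + strand) and is annotated as a hypothetical protein. It is listed at 0 in both exponential NZ9000 libraries and at 182.4 and 166.8 normalized RPKM in ΔArgX (174.6 ± 11.0, mean ± SD of 2 libraries), from a summed base coverage of 359 and 921. No fold can be formed against a group at 0. On the log2 scale with the pseudocount of 20 the change was 3.28 (SE 0.39, limma, Benjamini-Hochberg adjusted p 0.00917), and its size follows the pseudocount: it was 6.46 with one 10 times smaller and 0.91 with one 10 times larger. Over the alternatives limma's adjusted p ranged from 0.00208 to 0.796, the highest with the larger pseudocount, and it was 0.0556 without the first and 0.0552 without the second ΔArgX library. In the stationary phase the gene measured 12248 and 9616 in NZ9000 and 18269 and 18143 in ΔArgX, a log2 fold change of 0.75 that does not pass the adjustment (limma, adjusted p 0.213). Among the MG1363 strains it measured 127.1 and 113.6 in the wild type, 805.9 and 1274 in Δ*ccpA*, 676.3 and 868.3 in Δ*argR*, and 73.6 and 49.3 in Δ*codY*.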

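The log2 fold changes of exponential ΔArgX were set against those of each MG1363 regulator mutant across the 2210 features tested in both sets, which share no library. Of the 14 genes called in ΔArgX, 14 changed in the same direction in Δ*ccpA* and 14 in Δ*argR*, and 13 were called there in that direction. The exception was *llmg_0960* both times, a gene that 5 of the 14 alternative settings call in ΔArgX. In Δ*codY* 2 of the 14 went in the same direction and 0 were called in that direction (limma, with 305 genes past an unadjusted p of 0.05 and 2-fold in Δ*codY*). Among all features tested, 21.9% were called in Δ*ccpA*, 8.46% in Δ*argR* and 10.7% in Δ*codY*. Most of the 14 genes are *arc*, *arg* and *glt* genes that share operons, so they are not 14 separate agreements. Both mutants were also compared with the same 2 wild type libraries. Across all features the changes were weakly related: the Spearman correlation was 0.0343 with Δ*ccpA*, 0.118 with Δ*argR* and 0.00106 with Δ*codY*. These correlations are across genes, which are not independent replicates, and carry no p. Without the 18 *arc*, *arg* and *glt* genes they were 0.0124, 0.0959 and 0.00405 over 2192 features. Pearson's coefficient, which weighs the large changes more, was 0.167, 0.331 and 0.0412. Leaving out 1 library changed the sign for Δ*ccpA* (-0.161 without the first ΔArgX library, up to 0.207 in the other cases) but not for Δ*argR* (0.0368 to 0.153), and for Δ*codY* the value went from -0.0536 without the first ΔArgX library to 0.0535 without the second.

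**Figure D4:**
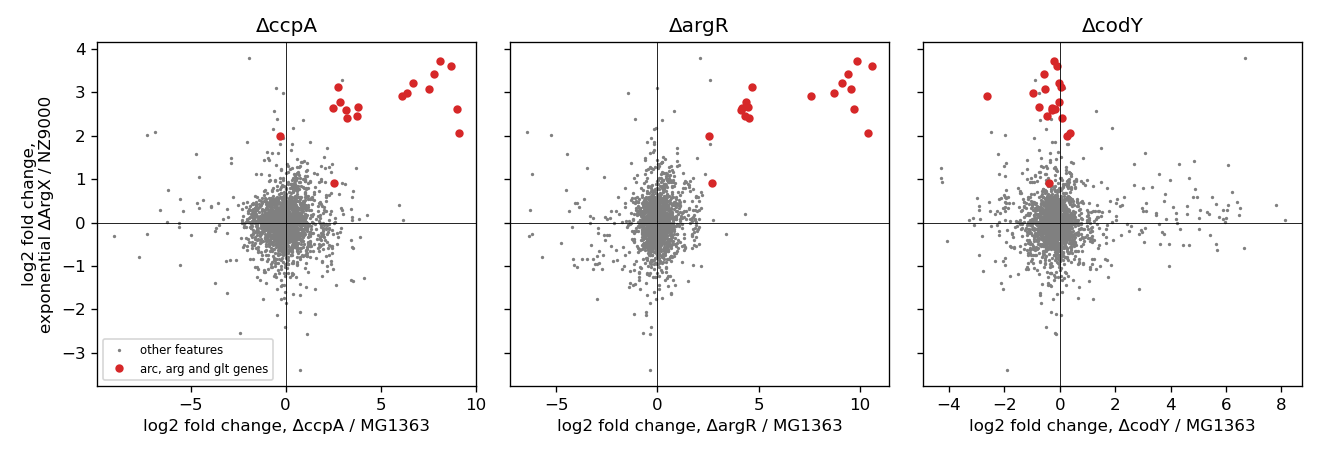
Log2 fold change of each feature in exponential ΔArgX against that in Δ*ccpA*, Δ*argR* and Δ*codY*, with the *arc*, *arg* and *glt* genes in red.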

Overall, the changes are strikingly similar to those observed in the *L*. *lactis ccpA* and *argR* mutants. 

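In the stationary phase limma called 404 genes between ΔArgX and NZ9000, 315 higher and 89 lower. How they split depends on the scaling: 78.0% were higher with the authors' normalization, 71.4% with one median over the features tested, 55.3% with quantile normalization (206 genes, 114 higher and 92 lower) and 50.3% with trimmed-mean rescaling (388 genes, 195 higher and 193 lower). The median log2 fold change of all features was 0.27, 0.16, -0.05 and -0.16 under these scalings. Leaving out 1 library gave 269 to 400 genes, the lowest without the second NZ9000 library. The 7 *arc* genes had a mean log2 fold change of 1.79 and a mean fold ± SD across genes of 4.37 ± 2.28 (fry, limma's set test; adjusted p 0.00457); with quantile normalization the mean was 0.99. *arcA* measured 106463 ± 12465 normalized RPKM in NZ9000 and 785466 ± 38244 in ΔArgX (mean ± SD of 2 libraries), a log2 fold change of 2.89 (SE 0.27, limma, Benjamini-Hochberg adjusted p 0.000399). *arcB*, *arcD1*, *arcC1*, *arcC2* and *arcT* were called as well, with changes of 2.14, 2.66, 2.05, 1.47 and 2.34, but with quantile normalization *arcB*, *arcC1* and *arcC2* were not (limma, adjusted p 0.193, 0.152 and 0.529). With 1 library left out *arcC2* was called in none of the 4 fits (1.39 to 1.56), and *arcC1* was not called without the second NZ9000 library (2.03). *arcD2* was at a low level (237.4 and 27 against 122.7 and 0) and was not called (-1.04, limma adjusted p 0.572, with -2.46 to 0.38 when 1 library is left out). Of the biosynthesis genes, *argF* rose by 5.53, *argH* by 4.09, *argB* by 3.64, *argD* by 3.39, *argE* by 2.44 and *argG* by 2.25, all called, although *argE* was not without the second library of either strain (2.27 and 2.40) or with quantile normalization (1.51), nor *argB* with a pseudocount 10 times smaller (3.64). *argC* and *argJ* were not (limma, adjusted p 0.0632 and 0.0529). The transporter genes *gltS*, *gltQ* and *gltP* were not called either (0.23, -0.01 and -0.01). The signs of *gltS* and *gltP* changed with the scaling and those of all 3 with the library left out. Among the 27 genes named in the paper 15 were called over all features and 18 when adjusted over the list alone, which is not independent evidence since the study chose the list on these libraries.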

In the stationary phase, pleiotropic effects were observed in the strain lacking ArgX, including elevated *arc* expression (3.8 ±0.9) (Fig 3A).

**Fig 3:**
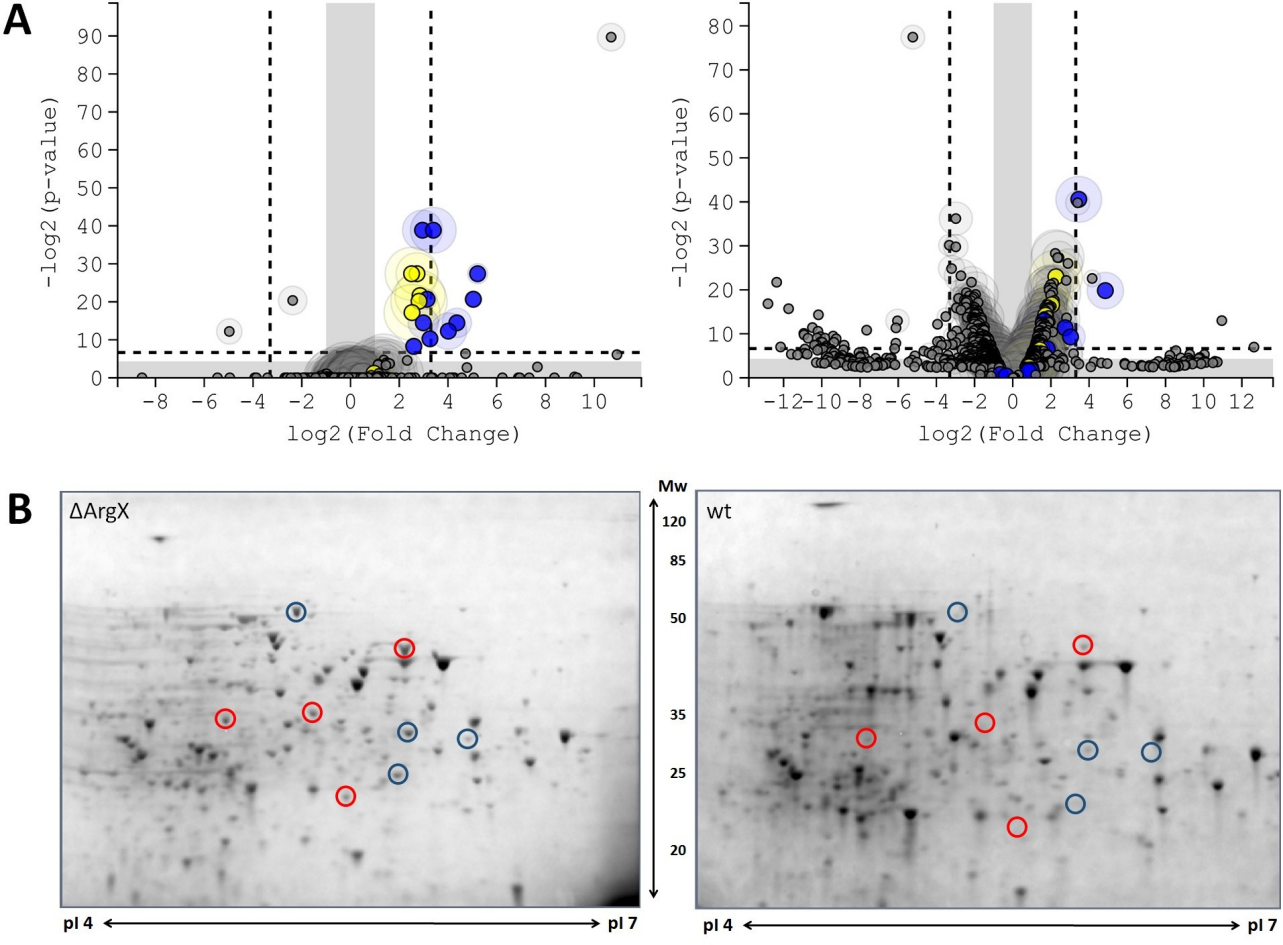
Transcriptome and proteome analysis of the *L*. *lactis* ArgX deletion mutant SVDM2004. (**A**) Volcano plots generated by T-REx [38], showing the RNA-seq results of the effect of ArgX deletion. Genes present outside the grey areas indicate a *p*-value of ≥ 0.05 and a fold change of ≥ 2. Genes outside dashed lines: *p*-value of ≥ 0.01 with fold change ≥ 5. Left: exponential phase, right: stationary phase. Yellow dots represent genes from the arginine catabolism (*arc*), blue dots those involved in arginine anabolism (*arg*). The shaded circles surrounding the genes provides a measure for the expression level. Two biological replicates were used for each strain. (**B**) Analysis by 2D gel electrophoresis of the proteomes of *L*. *lactis* SVDM2004 (left) compared and that of the wildtype strain, NZ9000 (right), grown in GM17 media in four biological replicates. Blue circles represent spots of arginine deaminase (ArcA), red circles represent the ornithine carbamolyltransferase (ArcB) enzyme, as determined by MALDI-TOF analysis.

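At an unadjusted limma p under 0.05 and a change of at least 2-fold, 56 genes passed in the exponential phase (42 higher and 14 lower in ΔArgX) and 624 in the stationary phase (437 higher, 187 lower). At an unadjusted p under 0.01 and at least 5-fold there were 19 (18 higher, 1 lower) and 94 (65 higher, 29 lower). Of the 7 *arc* genes, 5 passed the first pair of limits in the exponential and 6 in the stationary phase, and 5 and 3 passed the second. Of the 11 *arg* and *glt* genes, 11 and 8 passed the first pair, and 10 and 5 the second. These counts take no account of the 2236 tests made in each phase.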

We also studied the proteome to uncover possible differences as a consequence of the absence of ArgX in the exponential growth phase. Eleven protein spots had changed significantly; these were analyzed by MALDI-TOF and identified by using the Mascot server. For three spots, no protein could be identified. Four spots were identified as representing ArcA and another four as ArcB, with an average increase of 4.4 (± 1.5) and 4.9 (± 1.5) fold, respectively, in the ArgX deletion mutant relative to the wildtype strain (Fig 3B). The increase in the amount of ArcA/B proteins reflects the changes of their transcripts but other significant protein changes were not detected.

### ArgX affects *arc* expression directly and decreases growth rate when arginine is absent

ArgX is predicted by TargetRNA 2 [49] to interact with the RBS of *arcC1*, which is the fourth gene encoded on the *arc* transcript, downstream of *arcA*, *arcB* and *arcD1* (Fig 4A). To study the direct effect of overexpression of ArgX RNA on the expression of *arc*, a plasmid was constructed containing a DNA fragment with the *arc* promoter region and *arc* genes until the start codon of *arcC1* fused to the *sfgfp* gene (pIL253::P_*arcA*_-*arcABD1*-RBS_*arcC1*_-*sfgfp*). We decided to construct this fusion on a plasmid because it would otherwise destroy the native *arc* operon. In addition, plasmids were made that contained the ArgX gene or the *argR* gene including the ArgX sequence, the latter with or without a disrupted start codon AAG (*argR(*Δstart*)*X). These genes were each placed under control of the nisin-inducible promoter P_*nisA*_. As a control, the empty expression vector pNZ8048 was used [23] (Fig 4B). The results (Fig 4C) show that induction with nisin of ArgX expression leads to a decrease of *arc* expression. Lower GFP fluorescence was measured under uninduced and induced conditions in strains SVDM2014 and SVDM2015 containing the mutated and the intact *argR* gene, probably because ArgX sRNA is produced from its own promoter in these constructs. Since the media contained 25 mM of arginine, ArgX expression is high. Lowest fluorescence was observed when expression of *argR* was induced. Overexpression of *argR(*Δstart*)*X did not result in a drop of the fluorescent signal in comparison with the un-induced sample.

**Fig 4:**
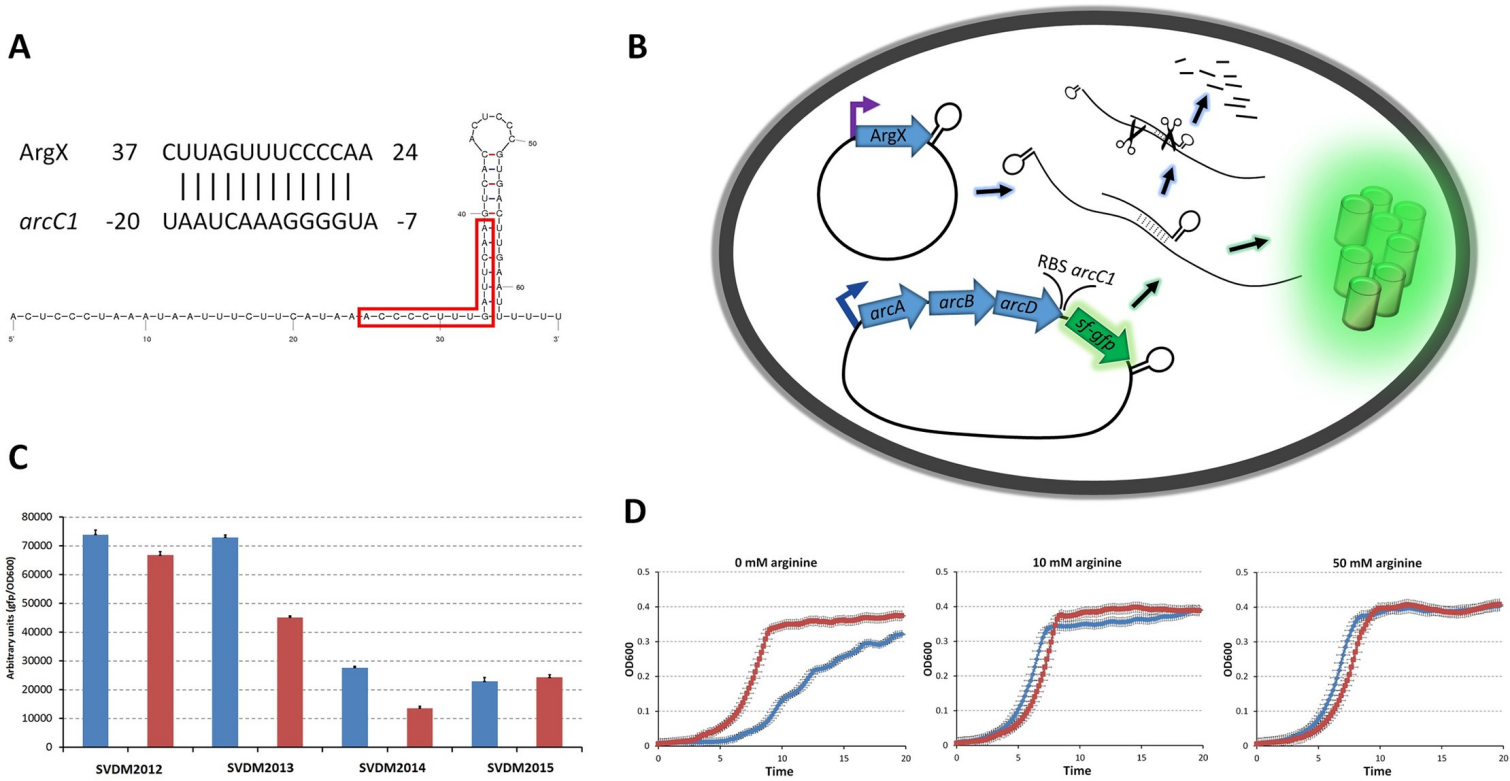
Influence of ArgX/ArgR overexpression on *arc-sfgfp* expression and the effect of ArgX on the growth of *L*. *lactis*. (**A**) RNA duplex between ArgX and the *arcC1* region containing the gene’s RBS, as predicted by TargetRNA2 [49]. The red box in the structure of ArgX shows the region involved in the postulated base pairing between ArgX and *arcC1*. Numbering in *arcC1* counts from the start codon, numbering of ArgX from its TSS. (**B**) Schematic overview of a cell of the *L*. *lactis* strain designed to measure the effect of ArgX/ArgR overexpression on *arc-sfgfp* expression, measured by the development of GFP fluorescence. Lollipops: terminator structure; scissors: RNases; green cages: GFP. (**C**) Results of the experiment described. Blue bars: GFP fluorescence in un-induced cells; Red bars: GFP fluorescence in a culture of cells that were induced with 5 ng/ml of nisin to overexpress ArgX (SVDM2013), ArgR (SVDM2014) and ArgRΔstart (SVDM2015). *L*. *lactis* SVDM2012 is the empty vector control strain. Data derived from cells cultured in CDMPC containing 25 mM arginine, grown in the stationary phase, measured in a plate reader. The experiments were executed in quintuples and standard deviations are indicated in the error bars. (**D**) Growth effect of ArgX deletion mutant in CDMPC medium supplemented by 0.5% glucose and 0, 10 and 50 mM arginine. The red lines represent the deletion mutants of ArgX, blue lines represent the wildtype. Growth curves are the average of five cultures and were executed in a plate reader. The experiment is performed three times with consistent results and the standard error is indicated in the error bars.

The expression behavior of *arc* measured by the readout of the GFP in the same plasmid used above, did not show any significant and reproducible differences in the deletion mutant compared to the wildtype strain.

To obtain insight in the biological relevance of ArgX, we grew *L*. *lactis* and mutants of ArgX under different arginine regimes. In the absence of arginine, the ArgX deletion strain grew significantly faster during the exponential phase and reached a higher final OD. By contrast, the same strain grew slightly slower at high arginine concentrations of 10 or 50 mM, while ultimately reaching comparable end ODs (Fig 4D).

## Discussion

### Biogenesis and processing of ArgX

Most trans-encoded regulatory sRNA genes are located in intergenic regions in the chromosome. Recently, a few examples of regulatory RNAs were reported that overlap with the 3’-UTRs of coding transcripts [13]. We have previously identified ten 3’-UTR-overlapping sRNAs in *L*. *lactis* by dRNA-seq. Since the RNA used in this study was enriched for primary transcripts, sRNAs derived from processed 3’-UTRs could not be detected and, if they exist in this organism, remain to be identified [14]. Here we characterized LLMGnc_172 (ArgX), an sRNA that overlaps with the 3’-UTR of the *argR* transcript. ArgX and *argR* use the same terminator sequence. ArgX is expressed from its own promoter as a 66-nt transcript and is not formed via processing of the longer *argR* transcript, as we did not observe any transcripts by Northern analysis after disrupting the -10 sequence in the ArgX promoter. As we observe two distinct ArgX bands on a (12%) polyacrylamide gel it could be that processing takes place at the 5’-end of the ArgX transcript, cleaving off one or only a few nucleotides. Such a processed form of ArgX would carry a monophosphate (5’-P) at its 5’-end while the primary product carries a tri-phosphate (5’-PPP) group. This difference could be biologically relevant as it has been shown in *E*. *coli* that RNase E degrades target mRNAs in response to the 5’-P of the involved sRNA. Moreover, in the absence of its target mRNA, an sRNA that carries a 5’-P is more prone to degradation by RNase E [50]. It is possible that 5’-processing of ArgX would change its molecular function. We did not observe a fixed ratio between the two forms of ArgX by Northern analysis, albeit that the upper band is higher under high arginine availability. Possibly, the ArgX processing itself is regulated and depending on the requirement by the cells for *e*.*g*., arginine or one of its derivatives. Adding to the complexity of the system, both *arc* and ArgX are heterogeneously expressed, at least under “normal” arginine concentrations (1-2mM). This could mean that some cells in a population produce more ammonia by catabolizing the carbamoylphosphate, *e*.*g*. to neutralize the self-produced acid in the environment, while others may invest in the production of proteins and nucleotides using arginine as the precursor. Whether or not such a strategy would provide a benefit for the whole population is interesting to further investigate.

### Regulation of arginine metabolism and the effect of the sRNA ArgX

Arginine metabolism in *L*. *lactis* is regulated by the carbon catabolite repressor CcpA [19], the transcriptional repressor CodY [17] and by the arginine repressor ArgR and its protein partner, AhrC [20]. We show here that ArgX expression is mostly affected by CcpA. The ArgX promoter responds to arginine availability in a strikingly similar fashion as the promoter of the arginine catabolic *arc* operon. This is remarkable as our results show that *arc* is also regulated by ArgX. We hypothesize that the aligned expression could function in arginine homeostasis. An *in silico* prediction using TargetRNA2 hinted at a possible base pairing between ArgX and the RBS of *arcC1*, the fourth gene in the *arc* operon. Deletion of ArgX resulted in an increase in the number of *arc* transcripts as well as a rise in the proteins ArcA and ArcB. Overexpression of ArgX, the *argR* transcript with an intact gene or one in which the *argR* start codon (*argR(*Δstart*)*X) had been mutated all led to a lower expression of *arc*, indicating that ArgX regulates *arc* directly. The possibility that the parental *argR* mRNA is also able to regulate *arc* by a base pairing reaction, was ruled out since we did not observe any decrease in *arc* expression upon overexpression of *argR(*Δstart*)*X in comparison with the un-induced mutant. Overexpression of *argR(*Δstart*)*X leads to a stronger repression of *arc* than when ArgX was overexpressed. This can be explained by the fact that the ArgX promoter is still present in this construct, probably resulting in a very high amount of ArgX transcripts also because of the high level of arginine (25 mM), a condition that was shown to boost ArgX expression. Nevertheless, the repressing effect on *arc* transcription by the protein regulator ArgR appears to be stronger than that of the sRNA ArgX at least under the conditions tested here.

### Arginine, a versatile molecule in carbon and nitrogen metabolism

Arginine has previously been shown to play a role in acid stress tolerance in *L*. *lactis* [51]: The ammonium produced as one of the end products of arginine catabolism can be used to counteract acidification. Ammonium can also be produced for example through conversion of glutamine to glutamate. CcpA represses transcription of the *arc* operon in the presence of abundant glucose during the exponential growth phase [52], while pH neutralization might already be helpful at this stage of growth. Whenever the glucose level drops, and arginine is present, ArgR repression is relieved and *arc* is expressed [20]. The ArgX and *arc* promoters both become activated by increasing amounts of arginine in the stationary phase. The control of *arc* by CcpA suggests that arginine is mainly used as a carbon and/or energy source, at least during the stationary phase. The arginine deiminase pathway imports and catabolizes arginine. However, levels of arginine and its metabolites could rise to undesirable heights, especially if sufficient arginine is available for protein production. The role of ArgX could be to stop the uptake and catabolism of arginine by inducing the degradation of *arc* transcripts. In a less critical situation or perhaps under conditions with high arginine in combination with low glucose, ArgX could redirect the carbamoyl phosphate towards pyrimidine metabolism by blocking translation of *arcC1*, the carbamate kinase that converts carbamoylphosphate into ammonia, ATP and CO_2_. It has been shown that disruption of arginine regulation in *argR* and *ahrC* mutants of *L*. *lactis* increases the activity and gene expression of the *de novo* pyrimidine enzymes PyrE and PyrF [18]. ArgX could function to control the way arginine is utilized by the cell: as a precursor for pyrimidine synthesis or for ATP and ammonia production.

### sRNAs that regulate arginine metabolism in other organisms

Homologs of ArgX were not detected in genomes of other bacterial species. As this search was performed at the level of nucleotide sequence identity we cannot rule out the possibility that ArgX genes are present in other, more distant species. An sRNA was found to be involved in arginine metabolism in *Bacillus subtilis*. In this soil bacterium, the sRNA SR1 blocks the translation of the transcriptional activator *ahrC*, resulting in a decrease of the arginine catabolite gene clusters *rocABC* and *rocDEF* [53,54]. Repression by SR1 on *ahrC* has similar consequences on arginine catabolism in *B*. *subtilis* as does ArgX in *L*. *lactis*, although it takes place at an earlier stage of growth and without the possibility to redirect arginine side-products. Interestingly, SR1, like ArgX, is also repressed by CcpA. Whether the *L*. *lactis* genome harbors an SR1-homolog, whether the *rocR* transcript from *B*. *subtilis* contains an ArgX-homolog or whether ArgX and SR1 are functional homologs are questions still to be answered. In *E*. *coli*, an antisense RNA against the *argR* transcript was identified using dRNA-seq [55]. This transcript, as-*argR* was specifically expressed at an OD_600_ of 0.4, while it was not detected in cells of a culture at an OD_600_ of 2.0. Although no functional analyses were performed, it is expected that as-*argR* targets and helps degrading the *argR* mRNA.

## Conclusions

The 3’-UTR region of the *L*. *lactis argR* gene, coding the arginine repressor ArgR, harbors a non-coding small RNA regulator gene called ArgX. This sRNA downregulates mRNA levels of *arc*, the operon that specifies the arginine deiminase pathway. ArgX adds another layer to the complex regulation of arginine metabolism. In Fig 5, we present an overview of the current model of arginine metabolism regulation in *L*. *lactis*. Besides regulation of *arc* by various protein transcription factors [17–19], ArgX allows for post-transcriptional regulation by acting on *arc* transcript stability and/or translation of *arcC1*. By blocking *arcC1* translation, carbamoyl phosphate can be directed towards pyrimidine metabolism. We propose that ArgX ensures arginine homeostasis by interfering with the breakdown of intracellular arginine into ammonia, CO_2_ and ATP. The expression of ArgX (and *arc*) depends on relief of carbon catabolite repression by the preferred carbon source via CcpA, and on arginine availability to release repression by ArgR/AhrC. Under low arginine conditions, expression of *arc* is low such that the amino acid can be used for protein synthesis. When arginine is abundant, *arc* is highly expressed. However complete breakdown of arginine might not always be preferred. Re-direction of carbamoyl phosphate towards pyrimidine metabolism allows saving energy. While the conversion of carbamoyl phosphate by ArcC yields 1 molecule of ATP, the production of carbamoyl phosphate for the synthesis of pyrimidines from glutamine consumes 2 ATP molecules. Also, if all arginine would be fully converted, protein synthesis might fall short. We hypothesize that ArgX, of which expression is based on carbon source and arginine availability, can steer arginine towards ATP and ammonia, to pyrimidine metabolism or to protein synthesis.

**Fig 5:**
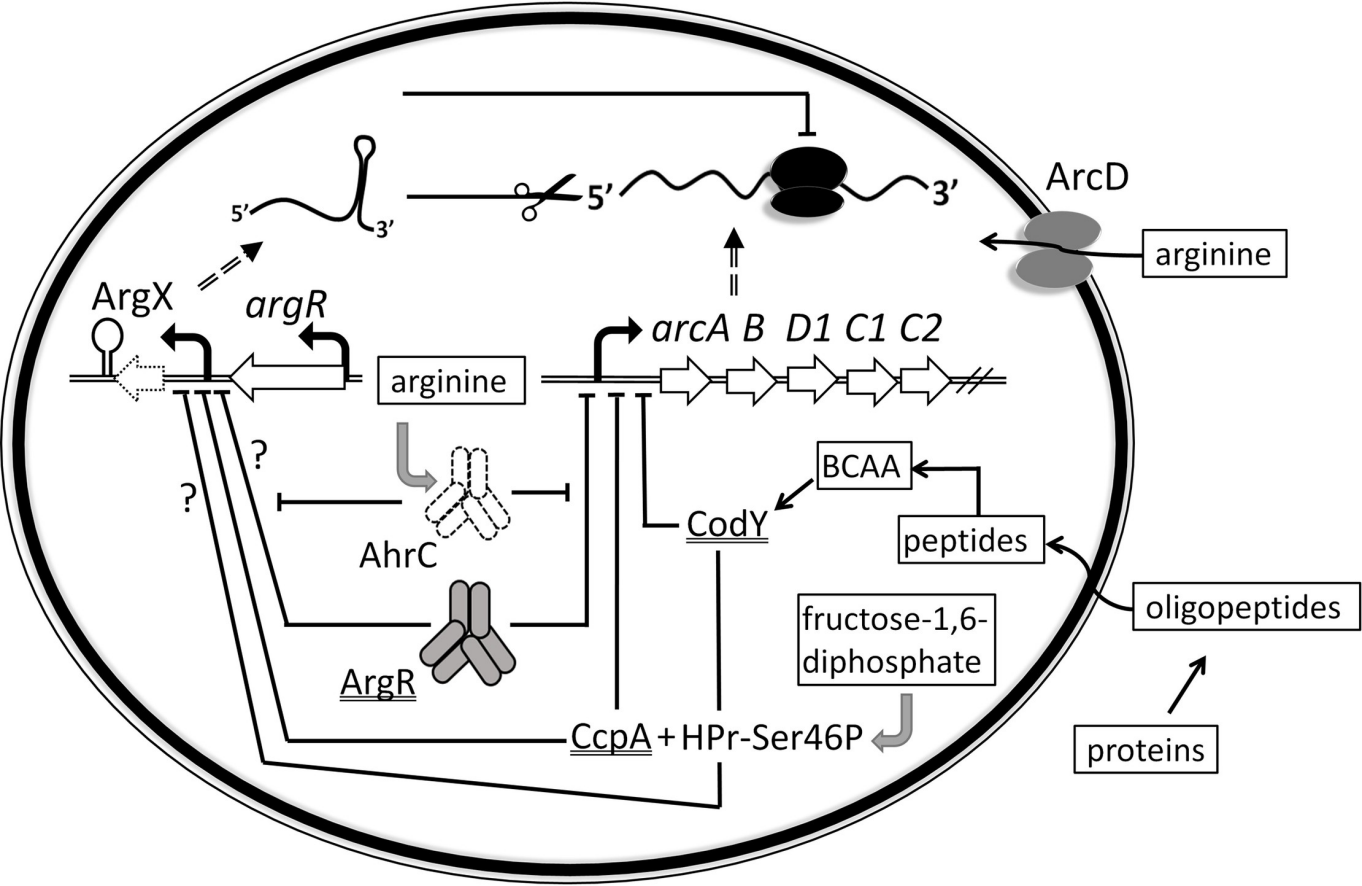
Model of arginine metabolism and its regulation in *L*. *lactis*. Amino acids and (oligo)peptides can be taken up by *L*. *lactis* upon degradation of (milk) protein. CodY senses the intracellular pool of branched chain amino acids (BCAA) and represses *arc* and possibly ArgX expression. CcpA, in combination with Hpr-Ser46P, and ArgR/AhrC repress *arc* and ArgX expression by sensing fructose-1,6-diphosphate and arginine, respectively. ArgX represses *arc* by transcript stability (indicated by a scissor) and/or blocks the translation of *arcC1* (indicated by a black schematic ribosome complex).

Altogether, ArgX is a fascinating example of how an RNA from a 3’-UTR region can function as an RNA regulator molecule that is regulated by and intertwined with the function of the gene product of the parental mRNA, in this case *argR*.

## Supporting information

S1 Table Oligonucleotides used in this study. (XLSX) Click here for additional data file.

S2 Table T-REx files for the analysis of *L. lactis* delta ArgX. (XLSX) Click here for additional data file.

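The part of this table that can be set against the deposited values holds the first 1998 of 2842 features in 8 libraries. All 15984 values equal the deposited normalized RPKM within a relative tolerance of 0.001, so over these features the table and the deposited values are the same measurements.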

S3 Table Transcriptome data obtained for *L. lactis* strains delta ArgX, delta *ccpA*, delta *codY* and delta *argR*. (XLSX) Click here for additional data file.

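The genes listed in this table were matched by locus tag to the limma fits on the normalized RPKM. For Δ*ccpA* the paper lists 428 genes, for Δ*codY* 209, for Δ*argR* 177, for exponential ΔArgX 20 and for stationary ΔArgX 370, and each listed gene changed in the paper's direction here. Of these, 403, 191, 160, 14 and 214 were also called here (adjusted p under 0.05 after Benjamini-Hochberg, at least 2-fold), and 115, 70, 38, 0 and 190 genes were called here alone. The median difference in log2 fold change over the listed genes, the value here minus the paper's, was -0.07, -0.18, -0.08, -0.13 and 0.62. The listed genes have an absolute log2 fold change of at least 1 (1.37 in exponential ΔArgX), and the largest adjusted p listed by the paper is 0.049, 0.045, 0.046, 0.042 and 0.048. Beside the 0 genes called here alone in exponential ΔArgX, limma gave 56 genes in all at an unadjusted p under 0.05 and 2-fold.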

How the deposited data were processed for this re-analysis (not part of the article)

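RNA was sequenced from 16 cultures of *L. lactis*, 2 for each of 8 conditions: MG1363, Δ*ccpA*, Δ*codY* and Δ*argR* in the exponential phase, and NZ9000 and ΔArgX in the exponential and in the stationary phase. The conditions were taken from the labels of the deposited samples and from the paper. After rRNA removal and library preparation with an AmpliSeq kit the libraries were read on an Ion Proton. The authors trimmed the reads, aligned them with Bowtie 2 and deposited for each of 2842 features a coverage value, an RPKM and a normalized RPKM. The coverage column is the authors' summed base coverage, in bases and not in reads, so the depth in reads is unknown and no counting error can be given. The RPKM are the authors' own, and their normalized RPKM multiply them by one factor per library, which brings the median over all features to about 1000 (how the factor was chosen is not given in the sources used here). All features are present in each library, and those without signal are listed at 0. For 111 features the position in the values differs from that in the deposited annotation, and none is printed with the annotation's position. Gene names come from the deposited values and from the table of RefSeq symbols, and positions are those of the MG1363 chromosome.

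The normalized RPKM were tested on a log2 scale after adding a pseudocount of 10 in the MG1363 set and 20 in the NZ9000 set, in limma 3.58.1 under R 4.3.3 with an intensity trend and one mean per condition. The pseudocount is 1% of the median of the values above 0 in the set's libraries (1251 and 1596), rounded to 1 significant digit. Features with a mean of at least 5 times it were tested, 2379 and 2236. The p-values were adjusted by the method of Benjamini and Hochberg over the features tested, and a gene is called at an adjusted p under 0.05 and a change of at least 2-fold. Gene clusters were tested with fry, limma's directional rotation test. These limits follow the paper's figure legend and S3 Table. The paper's differential expression comes from T-REx, which was not run here, and a test on read counts, planned in case whole reads were given, was not run either. The paper's results on the same libraries were known, and the gene clusters and limits follow them. Apart from that, the fits, the thresholds, the gene clusters and the alternatives were set before the deposited values were examined. They comprise a pseudocount 10 times smaller and 10 times larger, no filter, a minimum of 50 times the pseudocount, only the 2 groups compared, each library left out in turn, the replicate letter as a block (NZ9000 set), one median over the features tested, quantile normalization, a mean of log ratios trimmed by 30%, no intensity trend, unadjusted p, and protein-coding genes alone. For the clusters they add the median of the genes and the 5 genes *arcABD1C1C2*, and for the correlations Pearson's coefficient and the features without the *arc*, *arg* and *glt* genes. A block over the 3 replicate letters of the MG1363 set was added after the data were seen.

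The genes named are the 27 that the paper names and its data hold (the *arc*, *arg* and *glt* genes, *argR*, *argS*, *ahrC*, ArgX, *ccpA*, *codY*, *pyrE*, *pyrF* and *llmg_1128*) and, for each comparison, the 3 largest rises and the 3 largest falls among called genes whose groups do not overlap and have no library at 0, antisense RNAs left out. Values of some of these genes in the paper's S2 and S3 Tables had been seen when the rule was written. Over all features 22 of the 27 were called in Δ*ccpA*, 2 in Δ*codY* and 20 in Δ*argR*, and 22, 2 and 20 when adjusted over the list alone.

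In a self-test, libraries were simulated from each gene's mean and fitted spread, with no difference between the groups apart from changes of known size in 200 genes. Of 100 genes changed 4-fold, 92, 92 and 89 were recovered in the comparisons of Δ*ccpA*, Δ*codY* and Δ*argR*, 66 in exponential and 61 in stationary ΔArgX, and 13 in the difference between the phases; of 100 changed 2-fold, 47, 36, 42, 17, 14 and 0. False calls numbered 4, 2, 1, 6, 4 and 0, and 0 genes were called in the wrong direction. The genes changed 2-fold lie at the fold limit of a call, which by itself leaves out those estimated below it.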

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

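The test of the purine genes' level in the MG1363 wild type was chosen only after the results were seen. So was the use of the libraries left out, planned as alternatives, as a test of the genes outside the paper's discussion.

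The effect of the ArgX deletion differed between the phases for 179 genes in limma's interaction test (159 more and 20 less in the stationary phase). The paper reports the phases side by side and does not test the difference. The number depends on the scaling: it was 85 (57 and 28) with trimmed-mean rescaling, 147 (123 and 24) with one median over the features tested, and 0 with quantile normalization (330 at an unadjusted p under 0.05 and at least 2-fold, 171 and 159). The median interaction of all features was 0.25 with the authors' scaling and -0.23 with trimmed-mean rescaling, so a part of the 159 may stem from the scaling of the stationary libraries. With 1 library left out it was 49 to 152: 49 without the second exponential NZ9000 library, 56 without the second stationary ΔArgX library, 59 without the second stationary NZ9000 library, 98 and 152 without the first and the second exponential ΔArgX library, 101 without the first stationary NZ9000 library, 102 without the first stationary ΔArgX library and 132 without the first exponential NZ9000 library. A difference between growth phases in what the mutant lacks stays open as a biological explanation.

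Among the genes the paper names, the difference between the phases was past the threshold for 4. For *gltS* it was -2.76 (SE 0.55, limma adjusted p 0.0200, and 0.0145 to 0.0979 over the alternatives), for *gltQ* -3.14 (SE 0.61, adjusted p 0.0194, 0.0142 to 0.117) and for *llmg_1128* -2.54 (SE 0.55, adjusted p 0.0254, 0.00853 to 0.858). All 3 rose in both exponential ΔArgX libraries. *gltS* measured 4134 and 3671 in stationary NZ9000 against 5879 and 3533 in stationary ΔArgX, and *gltQ* 872.2 and 1268 against 1164 and 931.1. Under the other scalings the median interaction of these 3 genes was -2.90 where it came nearest to 0, which argues against the scaling as its cause. For *llmg_1128* the size follows the pseudocount, since the exponential NZ9000 libraries are listed at 0. With 1 library left out, the call of each of the 4 genes, *codY* included, was lost in most fits. The difference was then -3.13 to -2.40 for *gltS*, -3.41 to -2.87 for *gltQ*, -2.71 to -2.36 for *llmg_1128* and 1.365 to 1.609 for *codY*. Open are a dependence on the growth phase, which the design names and which was not tested further, and a difference in the time of harvest within a phase.

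For *codY* the difference between the phases went the other way, 1.49 (SE 0.30, limma adjusted p 0.0205, and 0.0177 to 0.308 over the alternatives): it measured 87994 and 74320 in stationary NZ9000 and 253459 and 225583 in stationary ΔArgX, against 38688 and 39806 and 44838 and 38192 in the exponential phase. Under quantile normalization the interaction was 0.58, and the stationary change of *codY* was 0.68 in place of 1.56. The scaling is therefore a candidate explanation for a part of it, and a phase-dependent change of *codY* stays open.

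In Δ*ccpA* and Δ*argR* the largest falls outside the genes the paper discusses were those of purine genes. In Δ*ccpA*, *purF* changed by -7.73 (limma, adjusted p 1.60e-05), *purL* by -7.27 (adjusted p 4.13e-05) and *purQ* by -6.87 (adjusted p 0.000242); in Δ*argR*, *purQ* changed by -6.43 (adjusted p 0.00109), *purS* by -6.34 (adjusted p 0.00287) and *purC* by -6.32 (adjusted p 0.00388), lower in both mutant libraries each time. Both comparisons use the same 2 wild type libraries and are not independent. Over the 11 purine genes the median change was -6.59 in Δ*ccpA*, -5.29 in Δ*argR* and -1.97 in Δ*codY*, with 11, 11 and 2 called. Under the other scalings the median nearest to 0 in Δ*ccpA* or Δ*argR* was -5.21, which argues against the scaling. The median normalized RPKM of these genes was 5798 and 6113 in the MG1363 wild type libraries, 74.8 and 61 in Δ*ccpA*, 178.5 and 147.7 in Δ*argR*, 511.7 and 3080 in Δ*codY*, and 104.5 and 60.6 in exponential NZ9000, a wild type for all 3 regulators; the median log2 difference between exponential NZ9000 and the MG1363 wild type was -6.40. The changes may therefore reflect a high level in the 2 MG1363 wild type cultures and not the deletions. Whether the sets were grown and sequenced together is not given in the sources used here, and whether the level belongs to the strain, the culture or the medium was not tested; an effect of the deletions stays open.

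In Δ*codY* the largest changes outside the paper's discussion were those of *dppA*, 8.43 (15.3 and 10.7 in the wild type, 8942 and 6912 in Δ*codY*, limma adjusted p 1.97e-06), *fruR*, 8.12 (18.4 and 4.7, 5815 and 5531, adjusted p 8.70e-07), *fruC*, 7.81 (45.6 and 42.3, 11081 and 13142, adjusted p 4.89e-08), *galP*, -4.30 (1165 and 1058, 50.4 and 43.5, adjusted p 1.59e-06), *pgmB*, -4.30 (25696 and 27832, 1297 and 1412, adjusted p 5.15e-08), and *trePP*, -4.24 (36708 and 36672, 1687 and 2221, adjusted p 9.20e-08). In exponential NZ9000 *dppA* measured 5.4 and 24.6, *fruR* 13907 and 11082, *fruC* 37106 and 24336, *galP* 17.7 and 61, *pgmB* 158.6 and 106.5, and *trePP* 398.5 and 170.3. In exponential ΔArgX *llmg_0960* changed by -2.12 (372.4 and 365.2 against 55.1 and 86.5, SE 0.33, limma adjusted p 0.0283, and 0.0135 to 0.677 over the alternatives, 5 of 14 of which call it). In stationary ΔArgX *cysD* changed by 4.48 (85.8 and 76.9 against 2381 and 2100, SE 0.41, adjusted p 0.000399, and up to 0.00832 over the alternatives), *holB* by -3.16 (794.7 and 1000 against 127.7 and 50.8, SE 0.54, adjusted p 0.00418, and up to 0.0518) and *llmg_2479* by -3.02 (1284 and 1781 against 78 and 341.7, SE 0.59, adjusted p 0.00777, and up to 0.0695, with a change of -3.97 to -2.08 when 1 library is left out and no call without the second NZ9000 library, at -2.79). Over these genes and the purine genes the smallest size of a change was 2.10 under the other scalings, which argues against the scaling as the cause. It was 1.87 with 1 library left out, that of *llmg_0960*, which was called in none of its 4 such fits. The genes were chosen as large changes in groups that do not overlap, so this does not decide whether a single library is the cause. For *fruR*, *fruC*, *galP*, *pgmB* and *trePP* exponential NZ9000, a wild type for *codY*, lies on the same side of the MG1363 wild type as Δ*codY*, so that an effect of the deletion and a state of the MG1363 wild type cultures both stay open. The same holds for the fall of ArgX in Δ*codY*, with means of 742 in the MG1363 wild type, 208 in Δ*codY* and 139 in exponential NZ9000. For the genes changed in ΔArgX no biological explanation was tested.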

How the results depend on the processing

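All alternatives were set before the deposited values were examined, with the paper's results known. The exception is the replicate block in the MG1363 set, which was chosen after the data were seen. The test on read counts was not run, since the deposited counts are summed base coverage. Where a library is left out, its group has 1 library, which is assumed to vary like those of the other groups. Unless a construction is named, the cause of a change was not tested.

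In the MG1363 set the counts of calls stayed within 1.5 times their value, and the changes of ArgX kept their direction and their side of the threshold. The genes called numbered 393 to 557 in Δ*ccpA*, 192 to 305 in Δ*codY* and 148 to 223 in Δ*argR* over the settings that keep all libraries, and with 1 library left out 444 to 539, 218 to 240 and 149 to 169. ArgX changed by 1.75 to 2.03, -1.87 to -1.70 and 0.29 to 0.74 with 1 library left out. Of the 54 calls of named genes other than ArgX, none was lost in any setting that tests them, nor in 216 values with 1 library left out.

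In exponential ΔArgX the 14 calls were fewer under no filter (6), no intensity trend (6) and only the 2 groups compared (0 in limma, 69 at an unadjusted p under 0.05: 51 higher, 18 lower), and 56 (42 higher, 14 lower) when the p was not adjusted, and with 1 library left out they were 5 to 9. Other settings gave 10 to 14. Fitting only the 2 groups leaves fewer residual degrees of freedom, and no filter adds weakly expressed features to the adjustment. In stationary ΔArgX the 404 calls were 206 (114 higher, 92 lower) with quantile normalization, 624 (437 higher, 187 lower) at an unadjusted p, and 269 to 400 with 1 library left out. The 179 differences between the phases were 0 with quantile normalization (330 at an unadjusted p: 171 and 159), 0 with no intensity trend (442 at an unadjusted p: 342 and 100), 85 with trimmed-mean rescaling (57 and 28), 458 at an unadjusted p (355 and 103), and 49 to 152 with 1 library left out.

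The share of calls that are higher moved by over 10 percentage points in the NZ9000 set alone. For stationary ΔArgX it went from 78.0% to 55.3% with quantile normalization, 50.3% with trimmed-mean rescaling, 89.1% with only the 2 groups compared and 63.9% without the first stationary ΔArgX library. For the phases it went from 88.8% to 67.1% with trimmed-mean rescaling, 64.7% without that library and 77.5% at an unadjusted p, and for exponential ΔArgX from 92.9% to 75.0% at an unadjusted p and 80.0% without the second NZ9000 library. The stationary shift follows abundance: the median log2 fold change was 0.01, -0.07, 0.25 and 0.75 from the lowest to the highest quartile of expression, of 559 features each.

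*argR* in exponential ΔArgX passed the adjustment over all features with quantile normalization alone (1.43, limma adjusted p 0.0299, and 0.0299 to 0.604 over the alternatives). With 1 library left out it changed by 1.00 to 1.25. *llmg_1128* fell short with a pseudocount 10 times larger (0.91, adjusted p 0.796) with only the 2 groups compared (3.28, adjusted p 0.457), and without the first (3.22, adjusted p 0.0556) or the second ΔArgX library (3.34, adjusted p 0.0552), against 0.00208 to 0.796 over the alternatives, and gave 3.22 to 3.34 with 1 library left out. The former follows from the value of 0 in NZ9000. ArgX in exponential ΔArgX changed sign without the second ΔArgX library (0.30), with -2.74 to 0.30 over the libraries left out. ArgX in stationary ΔArgX fell short with a pseudocount 10 times smaller (-5.41, adjusted p 0.0679, and 0.000163 to 0.0679 over the alternatives), with -5.56 to -5.09 with 1 library left out.

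The mean change was at least 2-fold in every setting, except for stationary *arc* with quantile normalization (0.99). The paper chose the clusters on the same NZ9000 and ΔArgX libraries, so their fry p-values are not independent evidence. All clusters had a fry p under 0.05 in every setting that keeps all libraries. With 1 library left out their mean log2 fold changes were 2.00 to 3.15 for *arcABD1C1C2*, 2.79 to 3.53 for *argGH*, 2.53 to 3.68 for *gltS*/*argE*, 2.77 to 3.25 for *argFBDJC*, 2.64 to 3.13 for *gltQP* and 1.57 to 2.01 for *arc* in the stationary phase. The highest fry p was 0.0431 for *arcABD1C1C2* (only the 2 groups compared) and 0.0468 for stationary *arc* (quantile normalization, 0.99). The stricter filter leaves 1 of 2 genes of *gltQP*, with a value of 3.13, and 6 of 7 stationary *arc* genes, 2.26.

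The correlation with Δ*ccpA* was 0.167 by Pearson's coefficient and -0.161 to 0.207 with 1 library left out, reversed without the first ΔArgX library. That with Δ*argR* was 0.331 and 0.0368 to 0.153. That with Δ*codY*, 0.00106, was 0.0412 by Pearson's coefficient, and changed sign with a pseudocount 10 times smaller (-0.000374), with quantile normalization (-0.00782), and without the first exponential NZ9000 library (-0.00391), the first MG1363 wild type library (-0.00484), the second Δ*codY* library (-0.0286) or the first ΔArgX library (-0.0536). The range was -0.0536 to 0.0535.

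The replicate letters are shared within the NZ9000 set, but libraries of one letter do not deviate together (correlations -0.0904 to 0.0710), so they are not taken as pairs. With the letter as a block 13, 386 and 124 genes were called. In the MG1363 set the wild type (A and B) shares only the letter A with the mutants (A and C), and the mutants' libraries of one letter do not deviate together either (-0.0254 to 0.0562). With the 3 letters as a replicate block, in which the wild type counts through its first library alone, 423, 223 and 162 genes were called in Δ*ccpA*, Δ*codY* and Δ*argR*, no call of a named gene was lost, ArgX changed by 1.92, -1.75 and 0.55, and the correlation with Δ*codY* changed sign (-0.00130).

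The exponential call of *llmg_1128* and the stationary call of ArgX, described above, are left out of the counts that follow. Of the 34 other calls of named genes in the NZ9000 set none was reversed. In 8 cases a call was lost with no filter, in 14 with no intensity trend, in 15 of 30 with only the 2 groups compared, in 10 with quantile normalization, in 4 with either other pseudocount, in 3 with trimmed-mean rescaling, in 1 with the block and in 58 of 152 values with 1 library left out. With the stricter filter and with one median over the features tested none was.

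The depth limits weakly expressed features. Of the NZ9000 set 351 features are at 0 in the least covered exponential library and 584 in the least covered stationary one, with up to 623 in another, and a fold from 0 cannot be given.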

Differences from the paper's values

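All alternatives named here were set before the deposited values were examined, with the paper's results known. The exception is the replicate block in the MG1363 set, which was chosen after the data were seen. The paper's values in its text are means ± SD over genes, and its tables' values come from its own model. A fold or a count is said to differ where the gap exceeds its error and the larger value is over 1.5 times the smaller. The error of a cluster's mean fold is the larger of the SD over its genes here and the paper's SD, that of a single gene's fold the SD over the libraries, and that of a count the SD over the libraries left out. A log2 fold change is said to differ where its sign differs or the gap exceeds its SE in the same setting, so an equal value can differ in one setting and not in another with a larger SE.

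For *argFBDJC* in exponential ΔArgX the paper gives a mean fold of 22.7 (SD 12.5) and the value here is 8.78. Of 14 alternatives, a pseudocount 10 times smaller (29.9), leaving out the first NZ9000 library (12.4) and leaving out the second ΔArgX library (10.7) do not differ from the paper's value, and the others do. For *llmg_1128* the paper gives almost 1500-fold, and in S3 Table a log2 fold change of 10.69; the fitted values here are 9.72 and 3.28. Since the gene is listed at 0 in both NZ9000 libraries, the pseudocount sets these, and the gap, which is there under all 14 alternatives, says nothing about the paper's values.

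In S3 Table the paper lists 2 genes as lower in exponential ΔArgX and 1 is called here, and the count differs under all 16 alternatives. In stationary ΔArgX the paper lists 141 higher and 229 lower genes and 315 and 89 are called here. Of 16 alternatives, quantile normalization (114) and trimmed-mean rescaling (195) do not differ for the higher genes, and trimmed-mean rescaling (193) and unadjusted p (187) for the lower ones, while the others differ.

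For single genes the log2 fold changes of S3 Table and those here differ as follows, the paper's first. In Δ*ccpA*, over 14 alternatives, *argE* has 6.87 and 6.68, not differing with a pseudocount 10 times smaller (6.79), the replicate block (6.73), trimmed-mean rescaling (6.75) or without the second wild type library (6.77). *argF* has 8.67 and 8.10, not differing with a pseudocount 10 times smaller (8.62), without the first wild type library (8.45) or without the second Δ*ccpA* library (8.28). The other values are *argD* 8.58 and 7.54, *argB* 9.82 and 8.72, *argC* 10.05 and 9.00, and *argJ* 10.28 and 9.10, and these do not differ with a pseudocount 10 times smaller alone (8.40, 9.71, 9.97 and 11.1). In Δ*argR*, over 14 alternatives, *argE* has 9.3 and 9.10, not differing with a pseudocount 10 times smaller (9.21), the replicate block (9.15), trimmed-mean rescaling (9.18), without the second wild type library (9.19) or without the first Δ*argR* library (9.14). *argF* has 10.41 and 9.84, not differing with a pseudocount 10 times smaller (10.35) or without the first wild type library (10.19). The other values are *argD* 10.61 and 9.55, *argC* 10.77 and 9.71, *argJ* 11.63 and 10.43, and *argB* 11.7 and 10.59, and these do not differ with a pseudocount 10 times smaller alone (10.41, 10.68, 12.43 and 11.58). The remaining alternatives differ in each case.

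In exponential ΔArgX, over 14 alternatives, *argD* has 5.22 and 3.07 and *argC* 5.04 and 2.62, not differing with a pseudocount 10 times smaller alone (5.20 and 4.85). *argB* has 4.36 and 3.61, not differing with a pseudocount 10 times smaller (5.47), with only the 2 groups compared (3.61), without the first NZ9000 library (4.37) or without the second ΔArgX library (3.98). *argJ* has 2.59 and 2.05, not differing with a pseudocount 10 times smaller (2.51), quantile normalization (2.50), only the 2 groups compared (2.05), without the first NZ9000 library (2.08) or without the second ΔArgX library (2.17). The antisense RNA as-ps305 has -4.97 and -3.40, not differing with a pseudocount 10 times smaller (-5.29) or without the second NZ9000 library (-4.64). The remaining alternatives differ.

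In stationary ΔArgX, over 14 alternatives, the values do not differ with trimmed-mean rescaling for any of these genes (the paper's value, the value here and the value with that rescaling): *argS* (1.31, 1.95 and 1.50), *arcC1* (1.42, 2.05 and 1.61), *arcB* (1.52, 2.14 and 1.69), *argG* (1.62, 2.25 and 1.81), *arcT* (1.72, 2.34 and 1.90), *argE* (1.81, 2.44 and 2.00), *arcD1* (2.04, 2.66 and 2.22), *arcA* (2.26, 2.89 and 2.44), *argD* (2.74, 3.39 and 2.95), *argB* (3.03, 3.64 and 3.19), *argH* (3.46, 4.09 and 3.64), and *argF* (4.85, 5.53 and 5.09). Quantile normalization also does not differ for *arcC1* (1.23), *arcB* (1.08), *argE* (1.51), *arcA* (2.03), *argD* (2.69) and *argB* (2.58). One median over the features tested does not for *argE* (2.33), *argD* (3.28), *argB* (3.52) and *argF* (5.42), a pseudocount 10 times smaller does not for *argD* (3.41), *argB* (3.64) and *argF* (5.54), and the stricter filter does not for *argD* (3.39). Leaving out the second NZ9000 library does not for *argE* (2.27), *argD* (3.02), *argB* (3.64) and *argF* (5.07), the first NZ9000 library for *argB* (3.63), the first ΔArgX library for *argE* (2.48), *argD* (3.30), *argB* (3.53) and *argF* (5.44), and the second ΔArgX library for *argE* (2.40), *argD* (3.47), *argB* (3.74) and *argF* (5.62). The remaining alternatives differ for each gene.

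The paper states that *argR* mRNA was not affected by the deletion of ArgX. Here its log2 fold change in the exponential phase was 1.12, which does not pass limma's adjustment (adjusted p 0.152) but does with quantile normalization (1.43, adjusted p 0.0299, and 0.0299 to 0.604 over the alternatives). The paper describes the changes in ΔArgX as much like those in the *ccpA* and *argR* mutants. Of the 14 genes called here, 13 are called in each of those mutants in the same direction. Most of the 14 share operons and are not separate agreements. The Spearman correlations over all features are 0.0343 and 0.118.

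Some genes that the paper lists were not called here. In exponential ΔArgX these are *argD* (limma, adjusted p 0.0985), *argC* (0.109), *argJ* (0.154), *rbsC* (2.18, adjusted p 0.586, with 2.33 as the paper's value), *llmg_tRNA_35* (1.40, adjusted p 0.115, with 1.37 as the paper's value) and as-ps305 (adjusted p 0.202). With no intensity trend *argC* was called, without the second NZ9000 library as-ps305, and at an unadjusted p all 6. In Δ*codY* *gltS*, at -0.98 here (limma, adjusted p 0.0527) and -1 in the paper, was called without the second wild type library and with the replicate block. Of the 25, 18 and 17 genes listed for Δ*ccpA*, Δ*codY* and Δ*argR* and not called here, trimmed-mean rescaling calls 10, 7 and 5, and of the 156 for stationary ΔArgX it calls 82. Of the other settings that keep all libraries, none counted called more than 8, 6, 2 and 22 of them. Unadjusted p and protein-coding genes alone were not counted for this.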

Other observations

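The tests of *argR*, of the share of higher calls, of the stationary *arc* genes and of *codY* were chosen only after the results were seen, although the alternatives they draw on were planned.

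*argR* was higher in exponential ΔArgX by 1.12. If the scaling were the cause, the other scalings would bring it down. The lowest value among them was 1.15, and quantile normalization raised it to 1.43. These values argue against the scaling as the whole cause. With 1 library left out the lowest value was 1.00 (0.9989). Both ΔArgX libraries lie above both NZ9000 libraries, so this does not decide whether a single library is the cause. An effect of the deletion on *argR* mRNA stays a hypothesis, since the change does not pass limma's adjustment and was tested on the data in which it was seen.

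The stationary changes in ΔArgX lean towards higher values with the authors' scaling. Its factors were 16120 to 17050 in stationary NZ9000 and 27050 to 33530 in stationary ΔArgX, so they differ along the contrast tested. With trimmed-mean rescaling 50.3% of the calls were higher, and the mean log2 fold change of the 7 *arc* genes was 0.99 under the scaling that lowers it most, quantile normalization. Trimmed-mean rescaling takes most genes as unchanged and quantile normalization takes the libraries' distributions as equal. Whether either holds for stationary cells is not decided by these values, so a shift of the transcriptome and an effect of the scaling cannot be told apart for the split. For *arc* the sign stays positive and the size is open. The libraries differ in what takes up the signal: the sRNA LLMGnc_004 holds 14.2% and 13.0% of it in stationary NZ9000, 10.2% and 9.11% in stationary ΔArgX, and 1.43% to 2.05% in the exponential libraries of both strains. The 10 most covered features hold 47.8% to 56.0% in the stationary and 22.6% to 36.1% in the exponential libraries, those of MG1363 included. The tRNA genes hold 14.4% to 42.3% over all 16 libraries.

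A later harvest of the exponential ΔArgX cultures was tested as a cause of the rise of the *arc*, *arg* and *glt* genes. The 100 of 1929 eligible genes highest in stationary NZ9000 relative to exponential MG1363 (median rise 4.16) would then be higher in exponential ΔArgX as a set. Their median log2 fold change there was -0.0001125, at percentile 66.2 of 10000 random sets of like expression (-0.111 to 0.0654), and 1 of them was called; the quartiles were -0.37 and 0.45. The prediction was not met: the median lay within the range of the random sets, and the upper quartile was only 0.45. The set was chosen between 2 strains as well as 2 phases, so genes that differ between the strains can enter it. *fruC*, for one, had a mean of 8160 in stationary NZ9000, 43.95 in exponential MG1363 and 30721 in exponential NZ9000. The test therefore does not decide whether a later harvest lifts the genes of the stationary phase together. The genes of the set go both ways, so a later harvest that moves only a part of them stays open too. Genes that rose in exponential ΔArgX are also higher in stationary than in exponential NZ9000, *argH* with a mean of 21135 against 275.5 and *gltS* with 3903 against 143.3. Others do not go with a later harvest: *llmg_0960* had a mean of 17328 in stationary and 368.8 in exponential NZ9000 but 70.8 in exponential ΔArgX, and *purF* 18235, 133.9 and 77.3. Single genes do not exclude it. A difference in arginine use between cultures stays open as well, and was not tested.

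*codY* was still measured in the libraries labelled Δ*codY*, at 22072 and 22504 normalized RPKM. If these were wild type cultures, few genes would differ, and 261 were called, each with both libraries on one side of both wild type libraries. This count does not decide it, since exponential NZ9000, a wild type for *codY* as well, also lies far from the MG1363 wild type in *fruR*, *fruC*, *galP*, *pgmB* and *trePP*, on the side of Δ*codY*. *dppA*, the largest rise in Δ*codY*, goes the other way: at 8942 and 6912 there, it measured 15.3 and 10.7 in the MG1363 wild type and 5.4 and 24.6 in exponential NZ9000, and its mean was at most 77.3 in every other group. This counts against a wild type culture, but a single gene singled out by its change does not exclude one. A mix-up with another wild type culture, and a deletion that leaves a part of the gene or reads of it, both stay open.

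In the stationary phase ArgX measured 15013 and 10849 normalized RPKM in NZ9000, and in the exponential phase 224.1 and 53.3. *arcA* measured 115278 and 97649 in the stationary and 3014 and 3961 in the exponential phase. The difference between the phases in NZ9000 was not tested.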
